# A transcription network underlies the dual genomic coordination of mitochondrial biogenesis

**DOI:** 10.7554/eLife.96536

**Published:** 2024-12-27

**Authors:** Fan Zhang, Annie Lee, Anna V Freitas, Jake T Herb, Zong-Heng Wang, Snigdha Gupta, Zhe Chen, Hong Xu

**Keywords:** mitochondrial biogenesis, transcription factors, TFAM, SDHA, ChIP-seq, RNA-seq, *D. melanogaster*

## Abstract

Mitochondrial biogenesis requires the expression of genes encoded by both the nuclear and mitochondrial genomes. However, aside from a handful transcription factors regulating specific subsets of mitochondrial genes, the overall architecture of the transcriptional control of mitochondrial biogenesis remains to be elucidated. The mechanisms coordinating these two genomes are largely unknown. We performed a targeted RNAi screen in developing eyes with reduced mitochondrial DNA content, anticipating a synergistic disruption of tissue development due to impaired mitochondrial biogenesis and mitochondrial DNA (mtDNA) deficiency. Among 638 transcription factors annotated in the *Drosophila* genome, 77 were identified as potential regulators of mitochondrial biogenesis. Utilizing published ChIP-seq data of positive hits, we constructed a regulatory network revealing the logic of the transcription regulation of mitochondrial biogenesis. Multiple transcription factors in core layers had extensive connections, collectively governing the expression of nearly all mitochondrial genes, whereas factors sitting on the top layer may respond to cellular cues to modulate mitochondrial biogenesis through the underlying network. CG1603, a core component of the network, was found to be indispensable for the expression of most nuclear mitochondrial genes, including those required for mtDNA maintenance and gene expression, thus coordinating nuclear genome and mtDNA activities in mitochondrial biogenesis. Additional genetic analyses validated YL-1, a transcription factor upstream of CG1603 in the network, as a regulator controlling CG1603 expression and mitochondrial biogenesis.

## Introduction

Mitochondria respiration, carried out by the electron transport chain (ETC) complexes, converts the energy in chemical fuels to the electrochemical potential across the mitochondrial inner membrane (Δψ_m_) that drives the synthesis of ATP. Deficient ETC not only impairs energy metabolism, but may also disrupt cellular redox balance and various biosynthetic pathways (Shen et al., 2022; Spinelli and Haigis, 2018), and is associated with various human diseases (Gorman et al., 2016). Mitochondria are under dual genetic control. Their own genome, mitochondrial DNA (mtDNA) encodes 13 core subunits of ETC, alongside 2 rRNAs and 22 tRNAs that are required for the translation of these protein-coding genes inside the mitochondrial matrix (Chen et al., 2019).

The majority of more than 1000 mitochondrial proteins including the remaining ETC subunits, factors for mtDNA replication and transcription, and mitochondrial ribosomal proteins are all encoded on the nuclear genome (Hock and Kralli, 2009; Taylor and Turnbull, 2005). The mitochondrial transcription factor A (TFAM) compacts mtDNA into nucleoids and is a key regulator of mtDNA copy number (Alam et al., 2003; Scarpulla, 2008). TFAM, together with other auxiliary factors including mtTFB1 and mtTFB2, promotes the transcription of mtDNA by mitochondrial RNA polymerase (POLRMT) into long polycistronic precursor RNAs, which are further processed into individual RNAs (Chen et al., 2019; Falkenberg et al., 2002). POLRMT can also generate short RNA oligos, owing to its exoribonuclease activity, to prime mtDNA replication by polymerase γ (Liu et al., 2022). Nuclear-encoded mitochondrial proteins are synthesized in the cytoplasm and imported into mitochondria (Wiedemann and Pfanner, 2017). Hence, mitochondrial biogenesis is influenced by the abundance and activities of mitochondrial translocases as well. The intricate interplay between mitochondrial and nuclear-encoded components demands coordinated activities of these two genomes, to maintain the efficiency and the integrity of oxidative phosphorylation system and other critical mitochondrial processes (Hock and Kralli, 2009; Scarpulla, 2008).

Mitochondrial respiration, particularly, the contents and the activity of ETC, is fine-tuned to cope with the developmental and tissue-specific metabolic demands (Fernández-Vizarra et al., 2011). Various transcriptional cascades have emerged as effective and adaptable mechanisms regulating ETC biogenesis. The nuclear respiration factors, NRF1 and NRF2, activate the expression of many nuclear-encoded ETC subunits and genes essential for mtDNA replication and transcription (Scarpulla, 2008). This regulation allows NRFs to indirectly control the expression of mtDNA-encoded genes, and hence coordinate the activities of both genomes in ETC biogenesis. The peroxisome proliferator-activated receptors (PPARs), upon activation by diverse lipid ligands, induce the expression of nuclear genes in fatty acids oxidation pathway (Berger and Moller, 2002). Another family of nuclear receptors, the estrogen-related receptors (ERRs) regulate nuclear genes involved in oxidative phosphorylation, including ETCs and the citric acid (Deblois and Giguère, 2011). Notably, all forementioned transcription factors (TFs) share a common co-activator, PPARγ co-activator-1α (PGC-1α), that directly stimulates the basal transcriptional machinery (Finck and Kelly, 2007; Hock and Kralli, 2009; Scarpulla et al., 2012). PGC-1α and related co-activators are dynamically regulated in responses to various physiological or environmental cues, to adjust metabolic program and energy metabolism accordingly (Hock and Kralli, 2009; Scarpulla et al., 2012). Members of PPARs or ERRs families often show tissue-specific expression and regulate subsets of mitochondrial genes (Deblois and Giguère, 2011; Hock and Kralli, 2009). However, given the large number and diverse evolution origins of mitochondrial genes (Kurland and Andersson, 2000; Rath et al., 2021), the current understanding of transcriptional regulation of mitochondrial biogenesis appears incomplete. Additionally, mechanisms coordinating nuclear genome and mtDNA activities in ETC biogenesis remain unclear.

Recently, the modERN (model organism Encyclopedia of Regulatory Networks) project generated genome-wide binding profiles of a large set of TFs in *Caenorhabditis elegans* and *Drosophila melanogaster* (Kudron et al., 2018). The global mapping of TF-DNA interactions could potentially be applied to identify the transcriptional network governing mitochondrial biogenesis. However, the DNA binding profiles of TFs have their limitations in understanding the true biological functions of TFs in gene regulation (Jiang and Mortazavi, 2018). Gene expression is, in most cases, subject to the combined influences of multiple TFs. Additionally, an individual TF may have either activating or repressive roles based on the local chromatin environment (Jiang and Mortazavi, 2018). Furthermore, despite the substantial progress in bioinformatics analyses, the interpretation of genome-wide omics data still has its limitations due to a lack of robust statistical algorithms, variations in biological contexts, and intrinsic experimental variations (Angelini and Costa, 2014; Zhou et al., 2016). The integration of the DNA binding profiles with functional genetic and genomic studies is ideal to study gene expression regulations (Jiang and Mortazavi, 2018; Park, 2009).

The *Drosophila* eye is an excellent model for genetic analyses due to its ease of assessment and minimal impact on other physiological processes in the presence of developmental abnormalities. The cell proliferation and differentiation during eye development require robust mitochondrial respiration, and adult eyes are severely disrupted by mutations affecting nuclear ETC subunits or the mitochondrial translation apparatus (Liao et al., 2006; Owusu-Ansah et al., 2008). We previously developed a genetic scheme to generate mtDNA deficiency by expressing a mitochondrially targeted restriction enzyme (Chen et al., 2015; Xu et al., 2008). In this study, we performed an RNAi screen, targeting 638 TFs annotated in the *Drosophila* genome, in the presence of mtDNA deficiency in developing eyes. We recovered 77 TFs, RNAi against which had synergistic effects with the mtDNA deficiency in causing the small-eye phenotype. We further followed up on CG1603, one of the strongest hits from the initial modifier screen and revealed that it was essential for coordinating the nuclear genome and mtDNA for ETC biogenesis. Additional network analyses on the recovered hits using published DNA binding profiles illustrated potential regulatory connections and a complex hierarchy of the transcription regulations on mitochondrial biogenesis. The combination of genetic and bioinformatic analyses also facilitated the identification of YL-1 as an upstream regulator of CG1603.

## Results

### The design of a genetic modifier screen for genes regulating mtDNA maintenance and expression

Mutations on nuclear-encoded ETC genes block cell cycle and disrupt the differentiation and morphogenesis of developing eyes (Mandal et al., 2005; Owusu-Ansah et al., 2008). RNAi against *tfam* or *myc*, which promote the expression of ETC genes encoded on mtDNA and the nuclear genome, respectively, also reduced adult eye size (Figure 1A). These observations prompted us to use fly eye as a model to identify TFs regulating ETC biogenesis. However, inhibitions of any genes essential for cell viability, proliferation, or differentiation, exemplified by RNAi targeting a mitotic cyclin, *CycB* (Figure 1A), would disrupt eye development. Therefore, assaying eye morphology alone is not sufficient to enrich candidates regulating ETC biogenesis.

**Figure 1.**
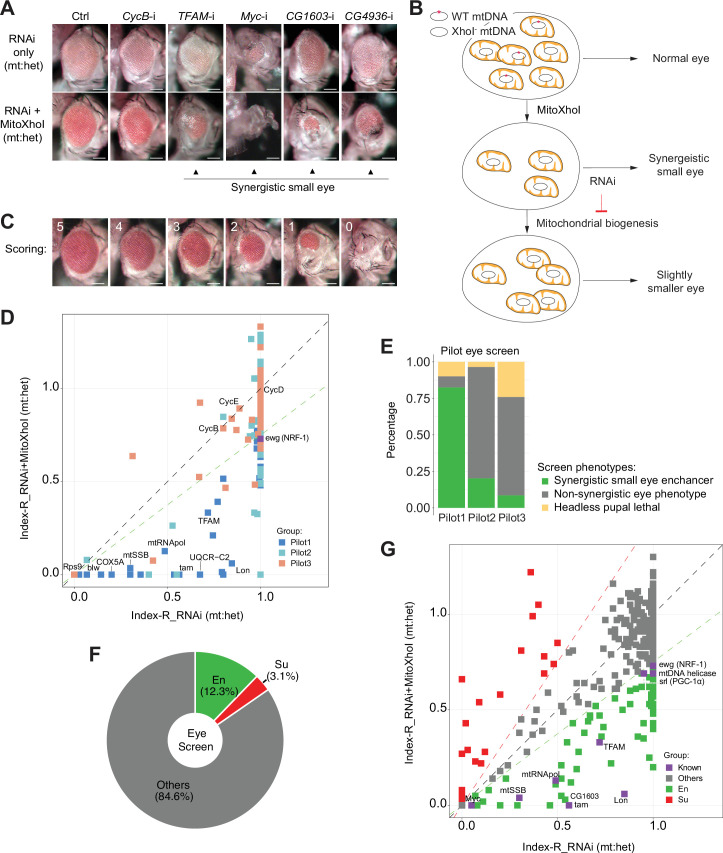
A genetic modifier screen identifying transcription factors regulating electron transport chain (ETC) biogenesis. (**A**) Representative images of adult eye of the control RNAi (Ctrl) and RNAi of selected genes tested in the eye screen, including *CycB* RNAi (*CycB*-i), *TFAM* RNAi (*TFAM*-i), *Myc* RNAi (*Myc*-i), *CG1603* RNAi (*CG1603*-i), and *CG4936* RNAi (*CG4936*-i). The upper panel shows eyes from RNAi-only offspring, and lower panel displays eyes from RNAi+MitoXhoI offspring cultured at the same condition. Arrowheads indicate the synergistic small-eye phenotype resulting from the combination of gene knockdown and the mitochondrial DNA (mtDNA) deficiency caused by mitoXhoI in the background of heteroplasmic mtDNAs. Scale bars: 100 µm. (**B**) Schematic of the genetic modifier screen methodology (see text for details). (**C**) Representative images illustrating the scoring of eye size. Scale bars: 100 µm. (**D**) A plot illustrating the calling of positive hits in the pilot screen. Each datapoint represents the Index-R of RNAi (X values) or RNAi+MitoXhoI flies (Y values) for each gene belonging to the different groups (see (**E**) and Supplementary file 1 for details). Genes with datapoints below the gray diagonal dash line exhibited a synergistic effect when combining their RNAi with mtDNA deficiency suggesting a potential role in regulating ETC biogenesis. The datapoint for *ewg*, the fly homolog of *NRF-1*, is labeled in purple. The green dashed line of slope 0.75 outlines the threshold for calling out positive hits based on *ewg*’s performance in the screen. (**E**) Graph summarizing the pilot screen of nuclear-encoded genes, demonstrating the efficacy of this screen in identifying genes involved in mitochondrial ETC biogenesis. Pilot group 1 (Pilot1) has 40 genes that are either nuclear-encoded ETC subunits or related to mtDNA maintenance and gene expression (Mito-EBR). Pilot2 has 84 genes involved in other mitochondrial processes. Pilot3 has 58 essential genes from other cellular components. (**F**) Graph summarizing the percentages of synergistic enhancers (En) and suppressors (Su) identified in the screen (see (**G**) and Supplementary file 1 for details). (**G**) A plot illustrating the calling of positive hits in the screen of transcription factor (TF) genes. Factors that are known to be involved in mitochondrial or ETC biogenesis are marked in purple (Known). The green dashed line outlines the threshold for calling out synergistic enhancers (En, green square). The red dashed line of slope 1.5 outlines the threshold for calling out suppressors (Su, red square). Figure 1—source data 1.Raw data used to generate Figure 1D–G.

The mitochondrial genome of wild type (wt) *D. melanogaster* contains a single XhoI site. The expression of a mitochondrially targeted restriction enzyme, XhoI (MitoXhoI) in *Drosophila* ovary effectively selects for escaper progeny carrying mtDNA mutations that abolish the XhoI site (Xu et al., 2008). In a heteroplasmic background containing both wt and XhoI-resistant genome (*XhoI^-^*), the expression of MitoXhoI can effectively remove the wt genome and hence generate mtDNA deficiency (Chen et al., 2015). As a result, the adult eyes were slightly smaller than the control (Figure 1A). Considering that mtDNA encodes core components of ETC, we reasoned that inhibiting a gene related to ETC biogenesis would have a synergistic effect with the mtDNA deficiency on eye development, and the combination of these two genetic manipulations should lead to a stronger disruption of eye development than either of these conditions individually (Figure 1A and B). On this basis, we devised a scheme of modifier screen in eye for genes involved in ETC biogenesis (Figure 1B).

### The RNAi modifier screen identifying TFs regulating ETC biogenesis

To assess the efficacy of this scheme, we carried out a pilot RNAi screen, covering 124 nuclear-encoded mitochondrial genes and 58 non-mitochondrial genes annotated in various cellular processes (Figure 1C–E and Supplementary file 1). In practice, male flies carrying a *UAS-IR* transgene were crossed with *Sco/CyO, mitoXhoI; eyeless-GAL4* heteroplasmic female flies (carrying both wt and *XhoI^-^* mtDNA). This cross generated two groups of offspring, RNAi-only and RNAi together with MitoXhoI expression (RNAi+MitoXhoI) that were cultured in the same vial, thereby minimizing any potential discrepancy caused by environmental factors. Most RNAi flies survived to adult stage but had reduced eye size. A few RNAi flies were lethal at the pupae stage, due to a lack of head capsule that is derived from the eye-antenna disc.

For most genes tested in the pilot screen, eyes of RNAi+MitoXhoI flies were smaller than the corresponding RNAi-only flies. To rule out a simple additive effect between RNAi and MitoXhoI expression, we carried out additional analyses to semi-quantify a potential synergy between RNAi intervention and mtDNA deficiency caused by MitoXhoI expression. The eye size of progeny was arbitrarily scored on a scale from 0 to 5 (Figure 1C). The indexes of eye size reduction (Index-R) of RNAi and RNAi+MitoXhoI flies were calculated by normalizing the mean eye size scores of each genotype to the corresponding values of control RNAi or control RNAi+MitoXhoI, respectively, and were subsequently plotted against each other on a linear graph (Figure 1D). If an RNAi intervention had a synergistic effect with mtDNA deficiency, it would lie below the diagonal line. We also included *ewg*, the fly homolog of *NRF-1*, in the pilot screen to set the threshold for calling out positive hits. Of total 40 genes that are related to ETC biogenesis (Mito-EBR) including ETC subunits, mitochondrial protein import and membrane insertion machinery, ETC assembly factors, and proteins related to the expression of mtDNA-encoded ETC subunits, 82.5% (33 genes) emerged as enhancers (Figure 1E). The proportions of synergistic enhancers were much lower in the group of genes involved in other mitochondrial processes (20.2%) or the group of other essential genes not related to mitochondria (8.6%), indicating the efficacy of this modifier screen in enriching genes related to ETC biogenesis (Figure 1E).

To understand transcriptional regulations of ETC biogenesis, we screened 1264 RNAi lines that cover 638 genes annotated as transcriptional regulators in the *Drosophila* genome. A total of 77 enhancers were identified (Figure 1F and G and Supplementary file 1), including all known factors involved in ETC biogenesis such as Myc, TFAM (Scarpulla, 2008; Wang et al., 2019). We also recovered 20 suppressors, of which, eyes of RNAi+MitoXhoI flies were larger than the corresponding RNAi-only flies.

### Regulatory network of mitochondrial biogenesis

Among 77 TFs identified in the initial modifier screen, 49 TFs have ChIP-seq data available in modERN (Kudron et al., 2018). To further understand the transcriptional regulation of ETC biogenesis, we performed the network analysis on these 49 TFs using the ‘*vertex sort’* algorithm (Jothi et al., 2009), and constructed a regulatory network (Figure 2A and Supplementary file 2). All 49 TFs had binding sites on the promoter region of at least one nuclear mitochondrial gene (Figure 2B, Figure 2—figure supplement 1, and Supplementary file 3). Respectively, 89% nuclear-encoded mitochondrial genes (851), including nearly all Mito-EBR genes (Supplementary file 3)*,* were bound by at least one TF. Given that 28 hits were not included in the analyses due to a lack of ChIP-seq data, the actual coverage of total 77 TFs on nuclear mitochondrial genes would be more comprehensive. Six TFs bound to more than half of mitochondrial genes (Figure 2B, Figure 2—figure supplement 1, and Supplementary file 3). However, not a single TF covered all mitochondrial genes, or all genes in a specific mitochondrial process, which is consistent with the diverse evolution origin of mitochondrial genes (Kurland and Andersson, 2000). It also indicates that there is no such a ‘master’ regulator controlling all aspects of mitochondrial genesis. Forty-seven TFs were identified as strongly connected components due to their extensive connections and were classified in the core or bottom layer of the hierarchical structure, suggesting complex co-regulations and potential redundancy among these TFs in controlling mitochondrial biogenesis (Figure 2A and Supplementary file 2). Through this interconnected network, every single node can link to all 851 mitochondrial genes in the coverage. Two TFs, Crg-1 and CG15011, were identified as the top-layer TFs with no upstream regulators in the network (Figure 2A and Supplementary file 2). Crg-1 is a circadian- regulated gene (Rouyer et al., 1997). CG15011 is an X-box binding protein and had a binding profile similar to another X-box binding protein, Xbp1 (Supplementary file 3), a stress respondent and regulator (Acosta-Alvear et al., 2007). These top-layer TFs may sense physiological oscillations and stresses to modulate mitochondrial biogenesis through the underlying network. Additionally, YL-1 and E(bx), two components in the middle layer, are involved in chromatin remodeling (Liang et al., 2016; Wysocka et al., 2006), suggesting a potential regulation of mitochondrial biogenesis at the chromatin level.

**Figure 2.**
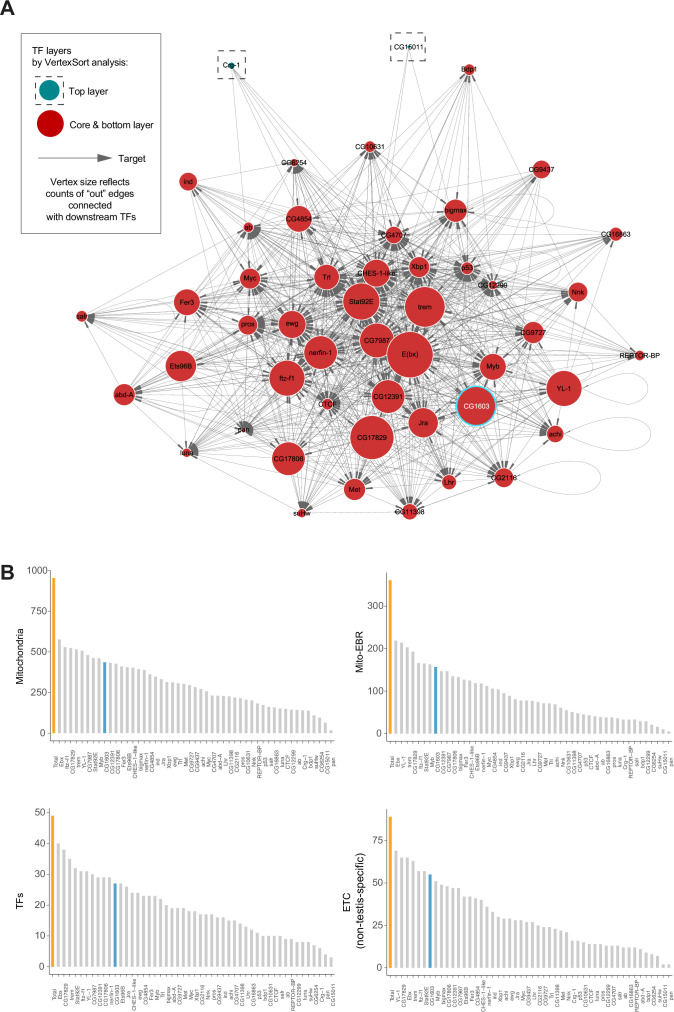
Regulatory network of mitochondrial biogenesis. (**A**) The transcriptional regulatory network of nuclear-encoded mitochondrial genes. (**B**) Bar graphs illustrating the promoter binding profiles of 49 synergistic enhancer transcription factors (TFs) within different groups of genes (nuclear-encoded mitochondrial genes, Mito-EBR genes, 49 synergistic enhancer TFs, and electron transport chain [ETC] genes). The number of genes in each group (orange) and the number of these bound by CG1603 (cyan) were highlighted. Figure 2—source data 1.Raw data used to generate Figure 2B.

**Figure 2—figure supplement 1.**
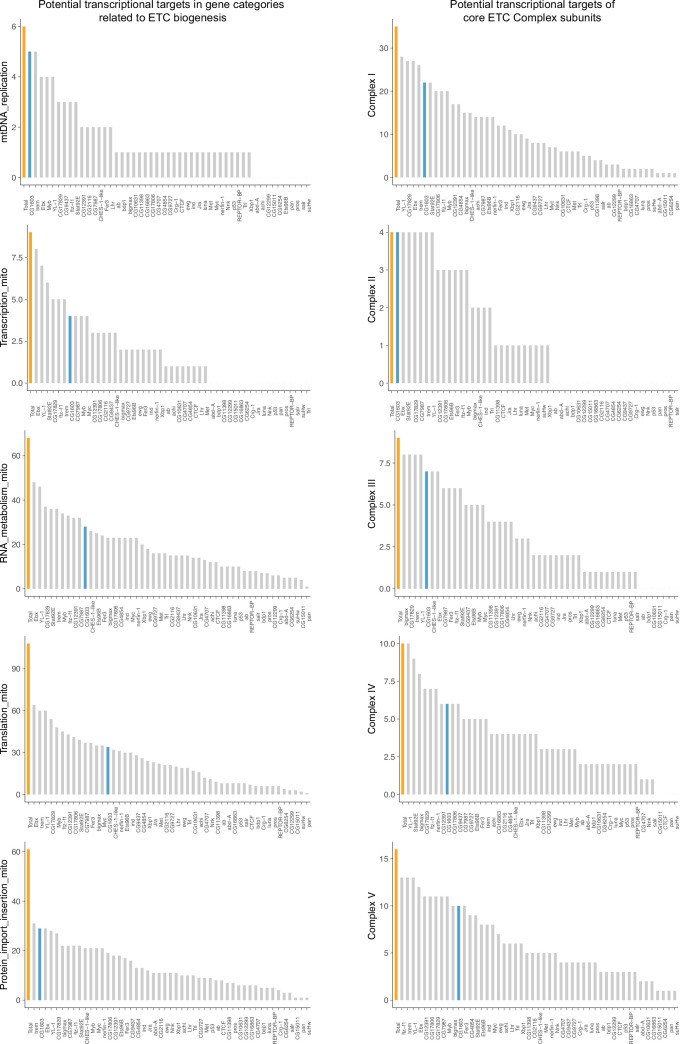
The promoter binding profiles of the enhancer transcription factors (TFs) in different mitochondrial biogenesis-related groups. Bar graphs summarizing the promoter binding profiles of the 49 synergistic enhancer TFs within subgroups of genes involved in different processes of electron transport chain (ETC) biogenesis. The number of genes in each subgroup (orange) and the number of these bound by CG1603 (cyan) were highlighted. Figure 2—figure supplement 1—source data 1.Raw data used to generate Figure 2—figure supplement 1.

### CG1603 regulates ETC gene expression and mitochondrial biogenesis

To validate the efficacy of this integrated genetic and bioinformatic approach, we next followed up on *CG1603*, one of the strongest hits from the primary screen (Figure 1A and G) and exhibited binding to a diverse array of genes associated with ETC biogenesis (Figure 2B, Figure 2—figure supplement 1, and Supplementary file 3). *CG1603* RNAi slightly reduced eye size. However, the combination of *CG1603* RNAi with MitoXhoI expression in the heteroplasmic background resulted in markedly smaller eyes, indicating a clear synergy between the inhibition of *CG1603* and the mtDNA deficiency. We next asked whether CG1603 was involved in mtDNA maintenance. The *Drosophila* midgut is essentially a monolayer epithelium, composed of intestine stem cells, enteroblasts, enteroendocrine cells, and enterocytes (EC). The large, flattened EC allow high-resolution imaging of mitochondria and mitochondrial nucleoids. Additionally, the simple organization and distinct cell types, containing both proliferative and terminally differentiated cells, render the midgut an ideal model to evaluate the impact of mitochondrial disruptions on cell proliferation and differentiation (Zhang et al., 2020). We used a ‘flip-out’ method to activate *CG1603* RNAi in a subset of cells (Prober and Edgar, 2000; Zhang et al., 2020), and imaged TFAM-GFP (Zhang et al., 2016), a marker for mitochondrial nucleoids in midgut clones. Both the total TFAM-GFP level and the number of mtDNA nucleoids (TFAM puncta) were markedly reduced in *CG1603* RNAi clones (Figure 3A–C), suggesting that CG1603 is necessary for maintaining the steady-state level of mtDNA. We constructed an *SDHA-mNG* reporter line by inserting the *mNeonGreen* (*mNG*) cDNA in-frame, downstream of the endogenous locus of *SDHA*, a subunit of ETC Complex II that is entirely encoded by the nuclear genome. SDHA-mNG level was notably reduced in *CG1603* RNAi clones (Figure 3D and E), suggesting that CG1603 is also required for the expression of nuclear-encoded ETC subunits. Different from TFAM-GFP that marks mitochondrial nucleoids and appears as puncta in mitochondria (Chen et al., 2020), SDHA-mNG uniformly diffused in the mitochondrial matrix (Figure 3D). By quantifying the total volume of SDHA-mNG positive voxels in the 3D rendering, we found that the total mitochondrial volume was also reduced in *CG1603* RNAi clones (Figure 3F). Collectively, these results demonstrate that CG1603 regulates the expression of genes essential for both ETC function and mitochondrial biogenesis. *CG1603* RNAi produced very few EC clones (Figure 3A, D, Figure 3—figure supplement 1), consistent with the notion that mitochondrial respiration is necessary for ISCs’ differentiation (Zhang et al., 2020).

**Figure 3.**
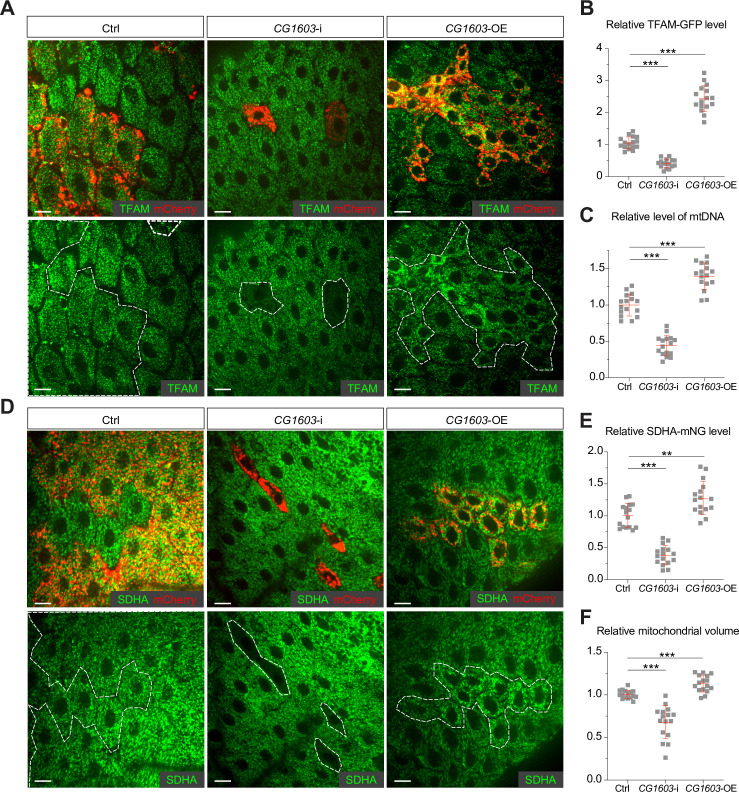
CG1603 promotes electron transport chain (ETC) gene expression and mitochondrial biogenesis. (**A, D**) Representative images of control RNAi (Ctrl), *CG1603* RNAi (*CG1603*-i), *and CG1603* overexpression (*CG1603*-OE) midgut enterocytes (EC) clones with endogenously expressed TFAM-GFP (**A**) or SDHA-mNG (**D**) visualized in green. Clones were labeled by mCherry red and compared with wild type (wt) neighbors. White dashed lines aided in illustrating clones. Scale bars: 10 µm. (**B, C, E, F**) Quantification of the relative TFAM-GFP level (**B**), the relative levels of mtDNA (**C**), the relative SDHA-mNG level (**E**), and the relative mitochondrial volume (**F**) in the EC clones to their wt neighbors. n=16 from 8 midguts for each group, error bar: SD. Two-tailed Student's *t*-test, **: p<0.01, ***: p<0.001. Figure 3—source data 1.Raw data used to generate Figure 3B, C, E, and F.

**Figure 3—figure supplement 1.**
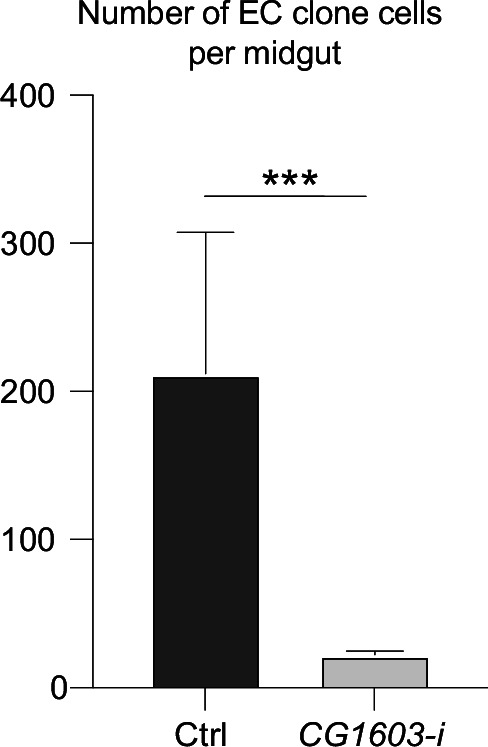
*CG1603* RNAi led to fewer enterocytes (EC) clone cells. Number of EC clone cells in control RNAi (Ctrl) and *CG1603* RNAi (*CG1603*-i) midguts. n=8, error bar: SD. Two-tailed Student's *t*-test, ***: p<0.001. Figure 3—figure supplement 1—source data 1.Raw data used to generate Figure 3—figure supplement 1.

### CG1603 regulates cell growth and differentiation

*CG1603* encodes a C2H2 zinc finger (C2H2-ZF) protein. It has one C2H2-ZF at its N-terminus, followed by two MADF (myb/SANT-like domain in Adf-1) domains, and six additional zinc fingers at the C-terminus (Figure 4A and B). A PiggyBac transgene, *PBac[SAstopDSRed]LL06826,* is inserted between the exons 2 and 3 of *CG1603* locus. This modified PiggyBac mutator transgene contains splicing donors and stop codons in all three reading frames (Schuldiner et al., 2008), and thereby would disrupt the translation of the full-length CG1603 protein. Homozygous *PBac[SAstopDSRed]LL06826* was lethal, arrested at the second instar larval stage and eventually died after 10days (Figure 4C). Both the steady-state level of mtDNA and total mitochondrial mass assessed by the levels of several mitochondrial proteins were reduced in these larvae (Figure 4D and E), as well as the integrities and activities of ETC complexes (Figure 4—figure supplement 1). The lethality of this PiggyBac transgene was mapped to a genomic region spanning the *CG1603* locus (Figure 4—figure supplement 2). Importantly, a *P[CG1603^gDNA^]* transgene that covers the genomic region of *CG1603* fully rescued its viability (Figure 4A and F). These results demonstrate that the lethality of *PBac[SAstopDSRed]LL06826* was caused by the loss of function of CG1603, and we hence named it *CG1603^PBac^* thereafter. Using FLP/FRT-mediated recombination, we generated homozygous *CG1603^PBac^* mutant clones in both germline and follicle cells in adult ovaries. Consistent with the results of ‘flip-out’ RNAi experiments in the midgut, both the total TFAM level and the number of mtDNA nucleoids, visualized by an endogenously expressed TFAM-mNG reporter, were significantly reduced in *CG1603^PBac^* clones (Figure 5A–D, Figure 5—figure supplement 1A and B). In most *CG1603^PBac^* clones, TFAM-mNG puncta were hardly observed, demonstrating an essential role of CG1603 in mtDNA maintenance. Compared to twin clones, *CG1603^PBac^* follicle cell clones contained significantly fewer cells, and these cells were smaller, indicating that CG1603 promotes both cell growth and cell proliferation (Figure 5A and E). *CG1603^PBac^* egg chambers were also notably small, even smaller than the adjacent anterior egg chambers that are at earlier developmental stages in the same ovariole (Figure 5A). We assessed Δψ_m_ using the ratiometric imaging of TMRM and MitoTracker Green (Zhang et al., 2019). Δψ_m_ was nearly abolished in *CG1603^PBac^* clones with reduced MitoTracker Green staining (Figure 5F and Figure 5—figure supplement 1C). All together, these observations demonstrate that CG1603 promotes mitochondrial biogenesis and is essential for ETC biogenesis.

**Figure 4.**
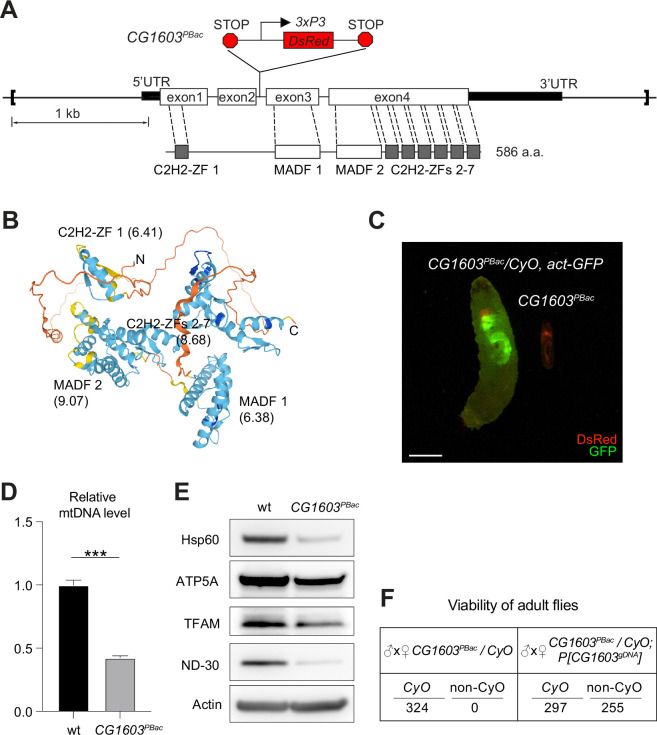
*CG1603* gene model, product, mutant, and the genomic DNA transgene. (**A**) Schematic representation of *CG1603* genomic locus, showing the *CG1603* transcript (5’ and 3’UTR in black bar and four exons in white), its protein product (586 amino acids in length, and characterized by seven C2H2-ZF and two MADF domains), the *CG1603^PBac^* mutant allele (with a PiggyBac insertion in the second intron, which is marked by fluorescent DsRed driven by an eye-specific *3xP3* promoter and flanked by stop codons in all three reading frames terminating translation through downstream), and the genomic region (in square brackets, from 955 bp upstream of the *CG1603* 5’UTR to 656 bp downstream of *CG1603* 3’UTR) used for the *P[CG1603^gDNA^]* transgene. (**B**) Predicted 3D structure of the CG1603 protein by AlphaFold. Labels indicate the N- and C-terminus, as well as the specific protein domains along with their predicted isoelectric point (pI). (**C**) Images of *CG1603^PBac^*/*CyO, Act-GFP,* and homozygous *CG1603^PBac^* larvae cultured together at 25°C, day 4 after egg laying. Green: GFP; red: DsRed. Scale bars: 1 mm. (**D**) Relative mitochondrial DNA (mtDNA) levels in *CG1603^PBac^* mutant larvae to wild type (wt) control. n=3, error bar: SD. Two-tailed Student's *t*-test, ***: p<0.001. (**E**) Western blots of mitochondrial proteins in *CG1603^PBac^* mutant larvae to wt control. (**F**) *P[CG1603^gDNA^]* restored viability of *CG1603^PBac^* flies. The number of progenies for each genotype is listed. Figure 4—source data 1.Raw data used to generate Figure 4D. Figure 4—source data 2.PDF file containing original western blots for Figure 4E, indicating the relevant bands and treatments. Figure 4—source data 3.Original files for western blot analysis displayed in Figure 4E.

**Figure 4—figure supplement 1.**
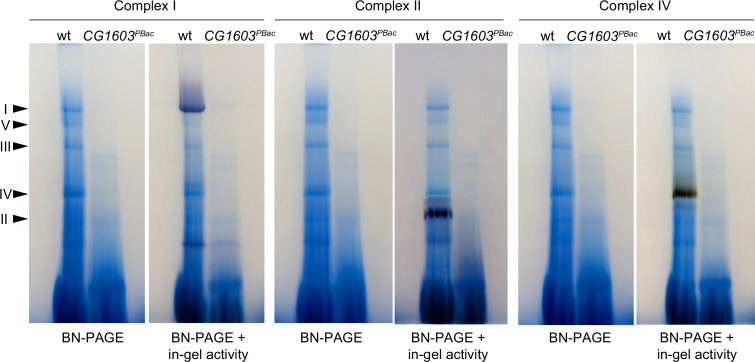
The integrities and activities of electron transport chain (ETC) complexes were reduced in *CG1603^PBac^* mutant. Blue native PAGE and in-gel activity analyses of ETC Complex I, II, and IV isolated from wild type (wt) and *CG1603^PBac^* mutant. An equal amount of protein was used for each sample. Figure 4—figure supplement 1—source data 1.PDF file containing original Blue native PAGE and in-gel activity images for Figure 4—figure supplement 1. Figure 4—figure supplement 1—source data 2.Original files for Blue native PAGE and in-gel activity analyses displayed in Figure 4—figure supplement 1.

**Figure 4—figure supplement 2.**
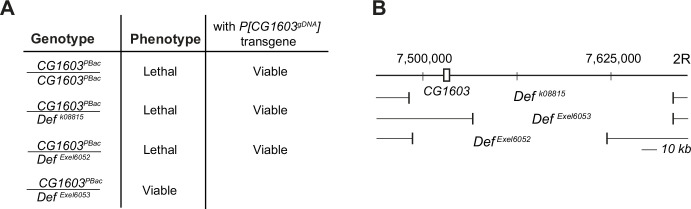
Adult viability phenotypes of combinations of *CG1603^PBac^* mutant, *P[CG1603^gDNA^]* transgene, and deficiency chromosomes. (**A**) Summary of adult viability phenotypes of combinations of *CG1603^PBac^* mutant, *P[CG1603^gDNA^]* transgene, and deficiency chromosomes. (**B**) Schematic map of deficiency chromosomes spanning *CG1603* genomic region.

**Figure 5.**
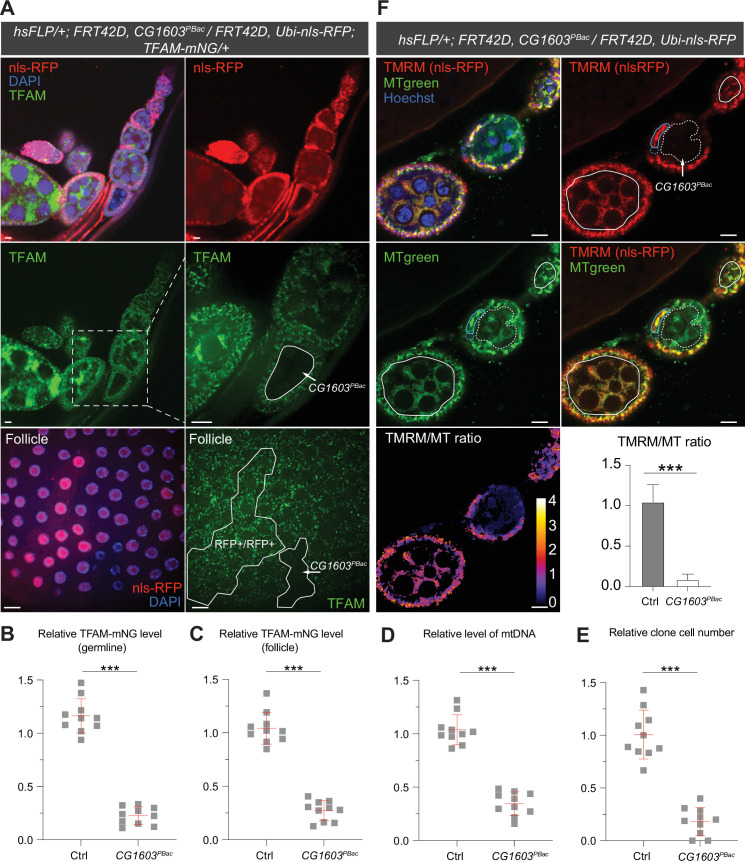
Clonal analyses confirmed CG1603’s role in mitochondrial biogenesis and activity. (**A**) Representative images of *CG1603^PBac^* mutant germline (top and middle panel) and follicle (bottom panel) clones in late-stage egg chambers of adult ovaries with endogenously expressed TFAM-mNG visualized in green. Homozygous mutant clones lacked RFP and were compared with either flanking RFP-positive cysts (germline) or homozygous wild type (wt) twin (follicle). White dashed lines aided in illustrating clones. The wt (RFP+/RFP+) follicle clone showed markedly higher RFP intensity than the heterozygous (RFP+/RFP-) cells, as shown in Figure 5—figure supplement 1B. Red: nls-RFP; blue: DAPI. Scale bars: 10 μm. (**B**) Quantification of the relative TFAM-mNG level in the homozygous *FRT42D* control and *CG1603^PBac^* mutant germline clone in the early-stage egg chamber to the adjacent anterior RFP-positive cyst within the same ovariole. As shown in Figure 5—figure supplement 1A. n=10 for each group, error bar: SD. Two-tailed Student's *t*-test, ***: p<0.001. (**C–E**) Quantification of the relative TFAM-mNG level (**C**), the relative levels of mtDNA (**D**), and the relative clone cell number (**E**) in the homozygous *FRT42D* control and *CG1603^PBac^* mutant follicle clones to their wt twins. n=10 for each group, error bar: SD. Two-tailed Student's *t*-test, ***: p<0.001. (**F**) TMRM/MitoTracker Green (MT) ratiometric live imaging and quantification of ovarioles containing homozygous *CG1603^PBac^* mutant germline clones (highlighted by white dashed lines). Notably, in contrast to flanking control cysts (highlighted by white lines), Δψ_m_ was almost absent in mutant clones. Please note that compared to TMRM, nls-RFP signal was too low to be detected in ratiometric imaging. Nonetheless, the nls-RFP was readily detected in control cysts, but not in homozygous *CG1603^PBac^* clones, via visual observation, as depicted in (**A**), Figure 5—figure supplement 1A and B. A twin pair of follicle clones in the same egg chamber were also highlighted (cyan line for control and cyan dashed line for homozygous *CG1603^PBac^* mutant). The MT intensity was reduced in both the germline and follicle *CG1603^PBac^* clones, compared to germ cells in adjacent egg chambers and follicle cells in the same egg chamber, respectively. Quantification with background correction for MT intensity in germline clones is shown in Figure 5—figure supplement 1C. Blue: Hoechst. Scale bars: 10 µm. n=8, error bar: SD. Two-tailed Student's *t*-test, ***: p<0.001. Figure 5—source data 1.Raw data used to generate Figure 5B–F.

**Figure 5—figure supplement 1.**
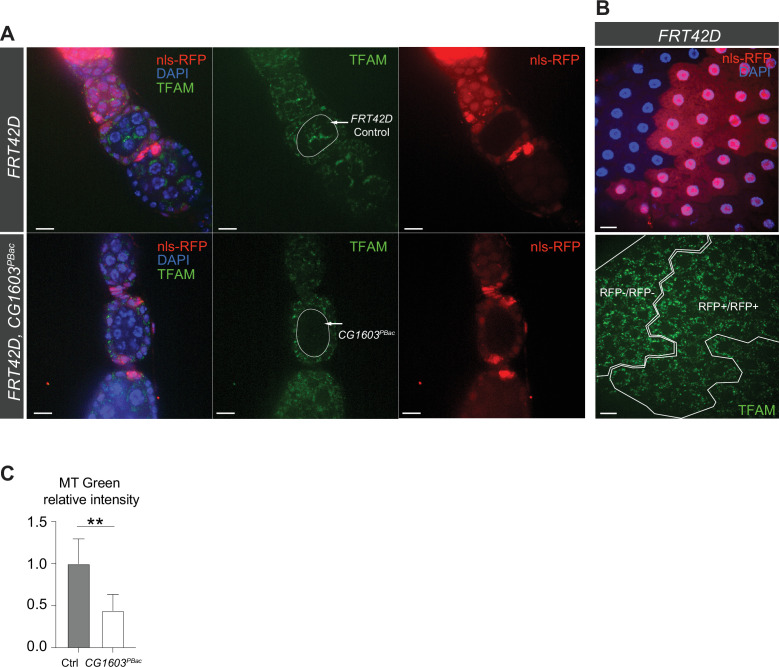
Clonal analyses confirmed CG1603’s role in mitochondrial biogenesis. (**A**) Representative images of homozygous *FRT42D* control and *CG1603^PBac^* mutant germline clones in early-stage egg chambers of adult ovaries with endogenously expressed TFAM-mNG visualized in green. Homozygous mutant clones lacked RFP and were compared to the adjacent RFP-positive cysts. Red: RFP; blue: DAPI. Scale bars: 10 μm. (**B**) Representative images of homozygous *FRT42D* control follicle cell clone (RFP-/RFP-) and its wild type (wt) twin (RFP+/RFP+) with endogenously expressed TFAM-mNG visualized in green. Red: nls-RFP; blue: DAPI. Scale bars: 10 μm. (**C**) The relative intensity of MitoTracker (MT) Green in *CG1603^PBac^* mutant germline clones to control (Ctrl). n=8, error bar: SD. Two-tailed Student's *t*-test, **: p<0.01. Figure 5—figure supplement 1—source data 1.Raw data used to generate Figure 5—figure supplement 1C.

### CG1603 is a TF regulating nuclear mitochondrial gene expression

CG1603 protein exclusively localized to the nucleus when expressed in cultured cells (Figure 6A). We generated a transgene expressing CG1603-mNG fusion protein by inserting *mNeonGreen* cDNA into the endogenous locus of *CG1603*. CG1603-mNG localized to nuclei in ovaries (Figure 6B) and directly bound to polytene chromosomes in the salivary gland (Figure 6C). Notably, CG1603-mNG was highly enriched on less condensed chromatin regions that had weak Hoechst staining (Figure 6C). We performed RNA sequencing (RNA-seq) in larvae to uncover potential targets of CG1603. 

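Counts of CG1603 were higher, not lower, in larvae homozygous for the PiggyBac insertion. CG1603 (FBgn0033185) encodes a C2H2 zinc finger protein and lies on the minus strand of chromosome 2R of dm6, from 7513846 to 7516390. Its level was 18.9 ± 1.70 CPM (counts scaled to library size with TMM factors) in wt larvae and 28.2 ± 2.40 CPM in CG1603PBac larvae (SD, n = 3 libraries each). This is a log2 fold change of 0.57 (SE 0.13, adjusted p = 3.62e-04 from edgeR's quasi-likelihood test). The counts were 613, 493 and 571 in the wt libraries and 956, 999 and 1072 in the CG1603PBac libraries. The insertion lies between exon 2 (7515643 to 7515906) and exon 3 (7515220 to 7515582), in an intron of 60 bp. A gene-level count adds the reads of all 4 exons, so it does not separate sequence before the insertion from sequence after it, and it does not check the genotype labels. The paper's RT-qPCR of TFAM, at 0.361 ± 0.237 (SD, the paper's) of the control level in the mutant, ran the same way as TFAM in these counts. The DsRed marker of the allele was not analysed here.

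**Figure D1:**
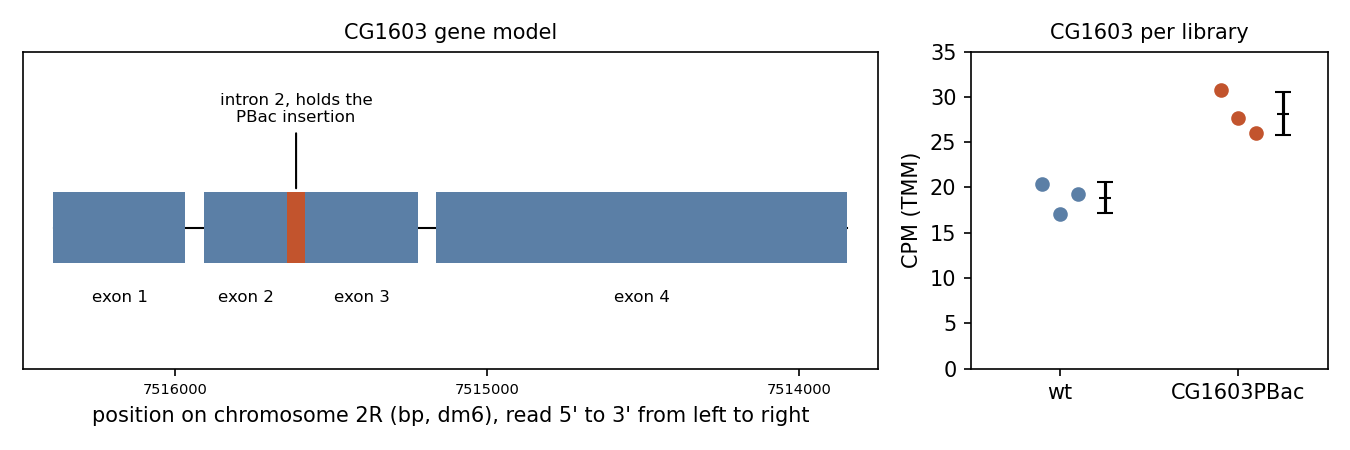
Left, the exons of CG1603 (blue) along chromosome 2R of dm6, with intron 2, which holds the insertion, in orange. Right, CPM after TMM scaling in each library (points), with the mean and SD; the 3 CG1603PBac libraries all lie above the 3 wt libraries.

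Poly(A) RNA of whole larvae collected 48 hr after egg laying was sequenced in 100 bp paired reads, from 3 wt and 3 homozygous CG1603PBac samples that the labels name biological replicates. The authors selected homozygous larvae by a fluorescent balancer chromosome, aligned the reads to dm6 with STAR and counted them per gene with HTSeq. The deposited counts are whole numbers for 16727 genes per library, with no normalization, and they include no gene encoded by mtDNA. Neither the annotation version nor the strand setting of the counting is given in the paper's text, so reads of overlapping genes cannot be assigned with certainty. Total gene counts were 34883345, 33444594 and 33377603 in wt and 27100927, 31471243 and 36016914 in CG1603PBac libraries. Reads that did not align made up 8.77 ± 0.354% of all reads in wt and 31.4 ± 0.445% in CG1603PBac libraries, and 79.5 ± 0.442% against 54.8 ± 0.332% were assigned to genes (SD, n = 3). More genes had at least 1 count in the mutant, 13150 ± 178 against 11973 ± 45.2 (SD, n = 3). Here the counts were scaled by TMM and tested with edgeR over the 11306 genes that passed its filter on low counts. The TMM factors were 0.872 ± 0.0129 in wt and 1.15 ± 0.00338 in CG1603PBac libraries, so the choice of scaling matters for every count of higher and lower genes.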

Between wt and *CG1603^PBac^* larvae, total 7635 genes were differentially expressed, including 86% nuclear-encoded mitochondrial genes (Figure 6D and Supplementary file 4; Supplementary file 5). 

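Most nuclear-encoded mitochondrial genes were lower in CG1603PBac larvae. Of the 827 tested from Supplementary file 4, 648 were lower, 99 were higher and 80 did not pass an adjusted p of 0.05 in edgeR's quasi-likelihood test, so 747 (90.3%) differed between the genotypes. Adjusted over the list alone, 650 were lower and 100 higher. Their median log2 fold change was −0.90, with quartiles of −1.33 and −0.35, and 84.0% lay below 0. The other 10479 genes had a median of 0.12, with quartiles of −0.55 and 0.87, and 44.9% lay below 0. Mitochondrial genes took 21.4 ± 0.213% of the gene counts in wt and 15.2 ± 0.0331% in CG1603PBac larvae (SD, n = 3). Tested against all other genes by camera, the list was lower with an adjusted p of 3.12e-19, or an adjusted p = 0.00615 with an estimated correlation.
Lists of muscle, neuronal and cell cycle genes also differed between the genotypes. Of 16 muscle genes, 15 were lower, among them TpnC47D, a troponin C, with a log2 fold change of −1.99, and the actin gene Act87E with −1.87. Reads aligned to more than 1 place, such as those that fit several actins alike, were set apart by the counting. The muscle median was −1.20 (camera adjusted p = 1.78e-06, adjusted p = 0.240 with an estimated correlation). All 15 neuronal genes were higher, with a median of 1.60 (0.93 with the trend on gene length removed), and they include the calcium channel gene cac at 2.22 and the vesicular transporter gene VAChT at 2.14 (adjusted p = 0.252 with an estimated correlation). Of 24 genes of the cell cycle and DNA replication, 21 were lower and 3 did not pass, with a median of −1.84 and with Orc1, of the origin recognition complex, at −3.33 (adjusted p = 0.0810 with an estimated correlation). Adjusted over the list alone, the numbers in these lists were the same.
In all, 7882 of 11306 genes differed, 3936 higher and 3946 lower, and 7654 of the 10751 nuclear protein-coding genes tested. Scaled to library totals only, without TMM, the median log2 fold change of all genes moved from 0.06 to 0.45, and that of mitochondrial genes to −0.51. Then 68.7% of the 8246 calls were higher, against 49.9% with TMM, and 526 mitochondrial genes were lower and 147 higher.

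**Figure D2:**
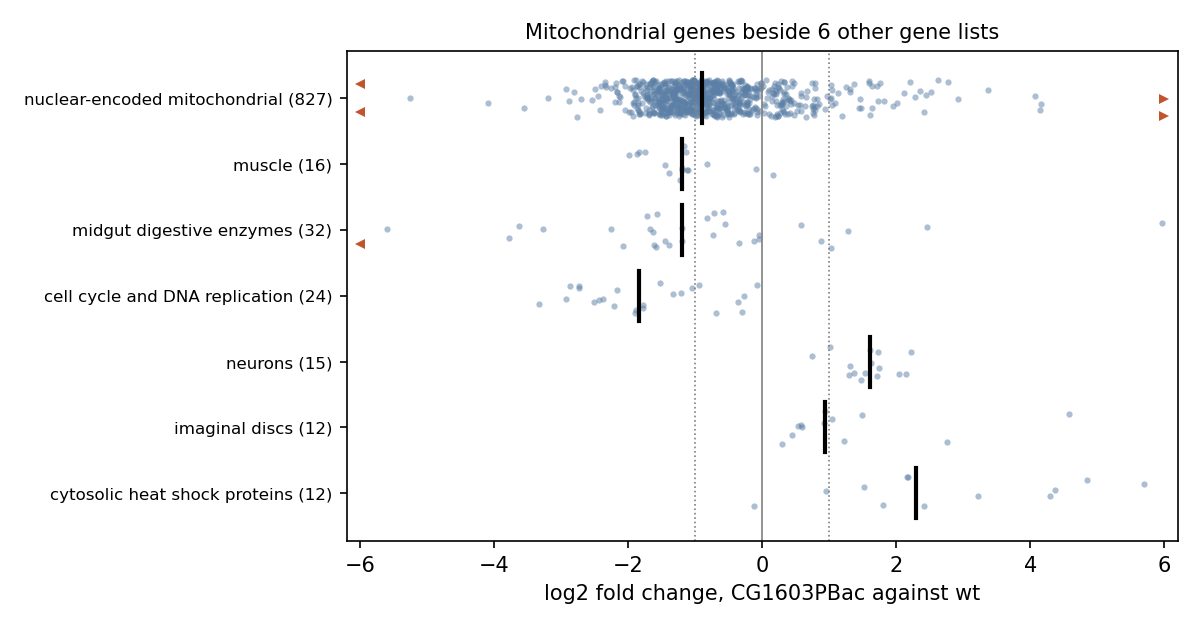
Log2 fold change of CG1603PBac against wt for each tested gene (points) of the nuclear-encoded mitochondrial list and of 6 other lists, with the number of genes in parentheses; black bars mark medians, dotted lines a 2-fold change, and orange triangles genes beyond the axis. The mitochondrial, muscle, midgut and cell cycle medians lie below 0, and those of neurons, imaginal discs and heat shock proteins above 0, with TMM and with library totals alike.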

Nearly half of nuclear-encoded mitochondrial genes were among 1698 genes that were reduced by more than two-fold in *CG1603* mutant (Figure 6E and Supplementary file 5a), including many structural subunit genes of all five ETC complexes (Supplementary file 5b), some of which were further confirmed by quantitative real-time PCR (Figure 6F). 

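Structural genes of every ETC complex were lower in CG1603PBac larvae. All 32 measured genes of complex I were lower, 28 of them by more than 2-fold, with a median log2 fold change of −1.31. The same held for the 5 genes of complex II (4 by more than 2-fold, median −1.08) and the 9 of complex III (7 by more than 2-fold, median −1.32). All 13 genes of complex IV (median −1.46) and all 14 of complex V (median −1.59) fell by more than 2-fold. For example, blw, the alpha subunit of the ATP synthase, was at 8006 ± 520 CPM in wt and 2478 ± 82.8 CPM in CG1603PBac larvae (SD, n = 3), a log2 fold change of −1.69 (SE 0.04, adjusted p = 9.09e-19 from edgeR). The smallest falls named by the rule for each complex were in ND-51 (CG9140, −0.63), UQCR-C1 (CG3731, −0.67) and SdhB (−0.73). The numbers in each complex were the same when adjusted over the list alone. By camera with a preset correlation every complex was lower than all other genes (adjusted p at most 0.00693). With an estimated correlation only complex I passed camera (adjusted p = 0.0351), and complexes II to V had adjusted p from 0.0621 to 0.0623. The complexes were put together partly from Supplementary file 5b, which the study chose for a fall in these libraries, so these numbers are not independent evidence of direction.
Of the 17 genes of Figure 6F, 16 were lower and 15 of these passed a 2-fold change, and 16 were lower when adjusted over the list alone. The study took the ETC genes among these from its own RNA-seq result, so their direction here is not independent evidence (adjusted p = 0.0556 by camera with an estimated correlation). TFAM, which packages mtDNA and promotes its transcription, had a log2 fold change of −0.74 (SE 0.10, adjusted p = 2.00e-06 from edgeR). It went from 47.2 ± 3.70 to 28.3 ± 2.44 CPM (SD, n = 3). COX4 (CoIV) was at −1.61, Cyt-c1 (CG4769) at −1.32, SdhC at −1.04 and ND-18 (CG12203) at −1.37. Reads of UQCR-6.4 (CG14482, −1.68) can include those of POSH, which overlaps 40.5% of its exons on the opposite strand. The mtDNA polymerase gene tam (PolG1) had a log2 fold change of 0.28 (SE 0.14, adjusted p = 0.0777 from edgeR). The call of tam passed at 0.67 with library totals, 0.31 with at least 10 counts in every library, 0.29 in limma-voom and 0.38 without wt replicate 2. CG14757, near the detection limit at 0.887 ± 0.624 and 0.180 ± 0.120 CPM (SD, n = 3), passed narrowly (adjusted p = 0.0474 from edgeR). That call was lost, among other settings, with library totals, without a filter, in limma-voom, with the length trend removed, and without any single library other than wt replicate 1.
In all, 1693 genes fell by more than 2-fold, 363 of them mitochondrial, which is 43.9% of the mitochondrial genes tested. With library totals only, 925 did, of which 179 were mitochondrial, 21.6% of the mitochondrial genes tested. Among these were 8 genes of complex I, 1 of complex II (median −0.69), 4 of complex III, 9 of complex IV and 12 of complex V. With glmTreat, a stricter edgeR test for a change beyond 2-fold, 1200 genes fell, 267 of them mitochondrial.

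**Figure D3:**
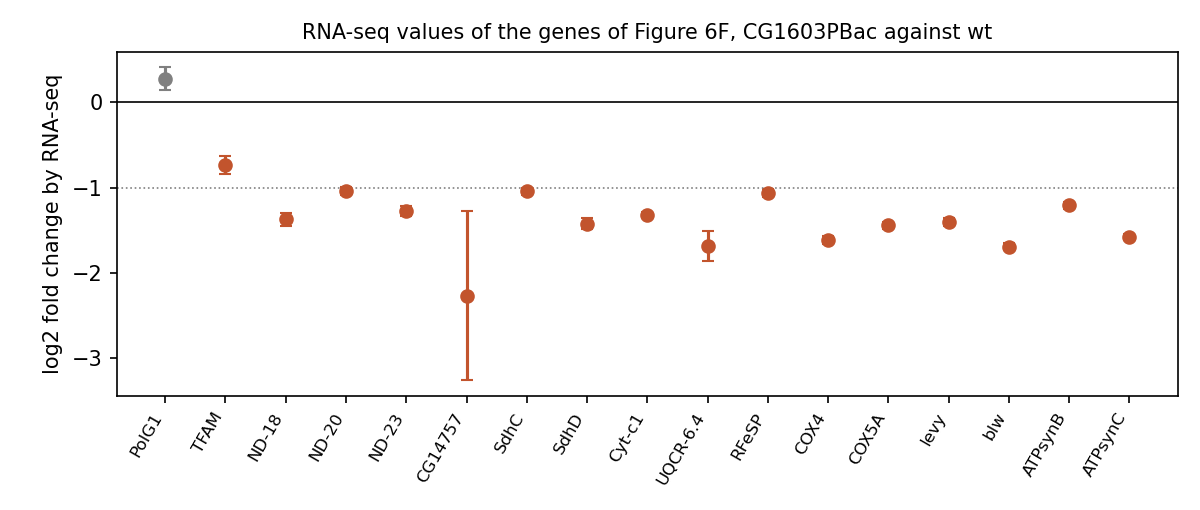
Log2 fold change by RNA-seq, CG1603PBac against wt, for the 17 genes of Figure 6F (points, with the SE of the edgeR fit). Orange genes passed an adjusted p of 0.05, the grey one (PolG1) did not, and the dotted line marks a 2-fold fall.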

Gene Ontology (GO) enrichment analyses on these 1698 genes also revealed that all top 10 significantly enriched biological processes were related to mitochondria, including ‘mitochondrial translation’, ‘mitochondrial gene expression’, ‘electron transport chain’, ‘aerobic respiration’, ‘cellular respiration’, and ‘ATP metabolic process’ (Figure 6G).

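Genes of mitochondrial translation and of the ETC were the most often reduced. Of 107 genes of mitochondrial translation, 103 were lower, 77 of them by more than 2-fold, with a median log2 fold change of −1.35. The mitoribosomal genes bonsai (−2.33) and mRpS30 (−2.21) led this group, and Aats-his (HisRS), a histidyl-tRNA synthetase, was the member that rose (0.32). Of 81 ETC genes other than testis-specific ones, 78 were lower, 66 of them by more than 2-fold, and 1 was higher. COX8 (CoVIII, −1.90) and Neb-cGP (−1.89) were among the largest falls in that group. Of 67 genes of mitochondrial RNA metabolism, 56 were lower and 4 higher (median −0.92), with CG11337 (PNPase) at −1.73 and the pyrimidine nucleotide carrier gene Rim2 at 0.94. Of 43 genes of protein import and membrane insertion, 34 were lower and 3 higher (median −0.80), among them AIF (−1.95) and CG8206 (1.13). Tim17b, an inner membrane translocase gene in the import group, went from 209 ± 12.6 to 5.44 ± 0.360 CPM (SD, n = 3). An allele of Tim17b that differs between the strains and is not aligned cannot be separated from a lower level. Adjusted over the list alone, the numbers in these groups were the same.
The paper's own gene groups stand in here for GO terms, and Fisher's exact test (one-sided, over the 11306 genes tested) compared each group with the genes down by more than 2-fold. In mitochondrial translation 72.0% of the genes fell by more than 2-fold, against 14.4% of all others (odds ratio 15.2, 95% interval 9.82 to 24.1, adjusted p = 1.14e-39). For the ETC the shares were 81.5% and 14.5% (odds ratio 25.9, 95% interval 14.6 to 49.2, adjusted p = 1.01e-39). RNA metabolism (29 genes, odds ratio 4.39, adjusted p = 4.58e-08) and protein import (17 genes, odds ratio 3.74, adjusted p = 1.27e-04) were enriched too by the same exact test. Mitochondrial transcription (adjusted p = 0.131), testis-specific ETC genes (adjusted p = 0.105) and mtDNA replication (adjusted p = 0.617) did not pass that exact test, with few genes in each.
By camera the translation (adjusted p = 1.11e-19) and ETC (adjusted p = 8.15e-20) groups were lower than all other genes, with adjusted p = 0.0122 and 0.0241 with an estimated correlation. RNA metabolism and protein import also passed, both with adjusted p = 0.0129 with an estimated correlation, and the 7 testis-specific ETC genes (3 lower, 1 higher) did not (adjusted p = 0.368). With library totals only, 49 translation, 34 ETC, 12 RNA metabolism (median −0.52) and 13 import genes (median −0.41) were down by more than 2-fold. Muscle genes were lower in the same libraries.

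**Figure D4:**
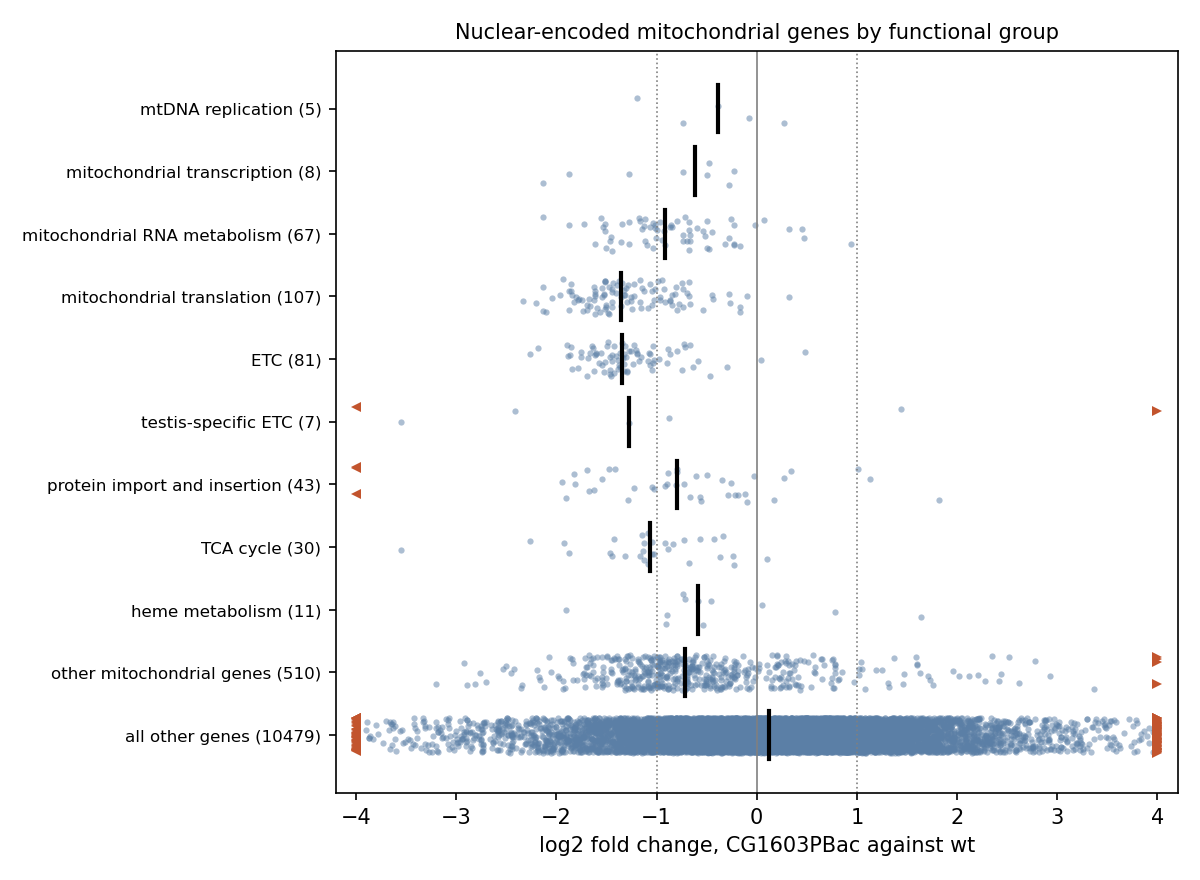
Log2 fold change of CG1603PBac against wt for each tested gene (points) by the functional groups of Supplementary file 4, with the number of genes in parentheses; ETC is without testis-specific genes, black bars mark medians, dotted lines a 2-fold change and orange triangles genes beyond the axis. The translation and ETC medians (−1.35) lie left of the line at a 2-fold fall, and the median of all other genes lies at 0.12.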

**Figure 6.**
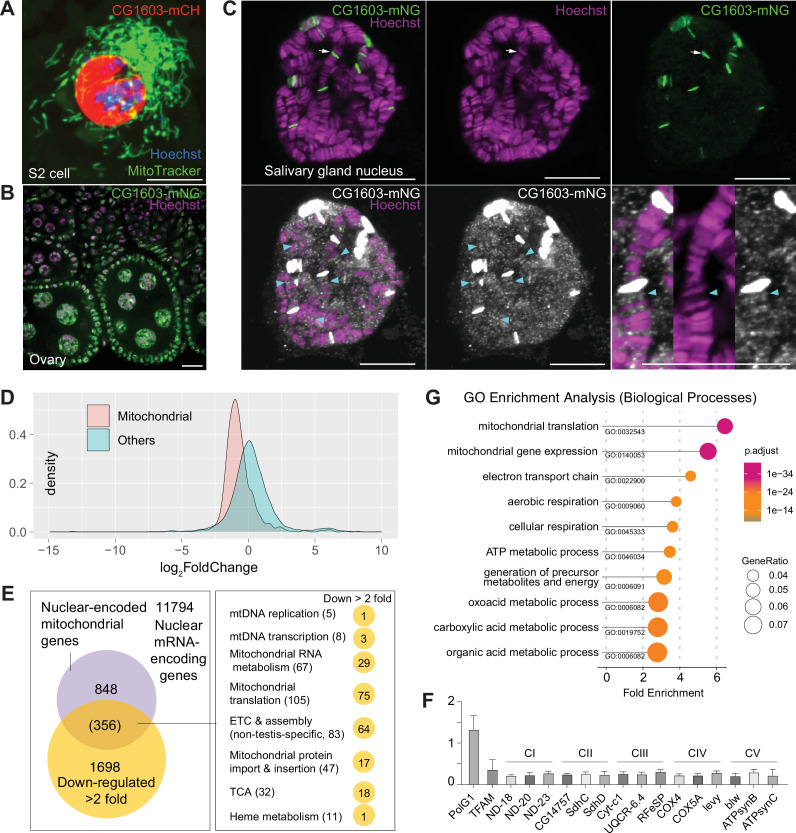
CG1603 localizes in the nucleus and is essential for regulating nuclear mitochondrial gene expression. (**A–B**) Representative images showing the nuclear localization of CG1603 protein in cultured S2 cells (**A**) and adult ovary (**B**). Green: MitoTracker Green in S2 cell, and CG1603-mNG in tissues; red: CG1603-mCH; blue and magenta: Hoechst. Scale bars: 10 μm. (**C**) Representative images showing bindings of endogenously expressed CG1603 proteins to less condensed euchromatin regions in the polytene chromosomes of a salivary gland. High-intensity CG1603-mNG bands were visualized in green in the upper panel and indicated by arrows, and low-intensity bands were pesudo-colored in white in theblower panel and indicated by arrow heads. The images of the lower panel were same as these in the upper panel, but digitally enhanced. Magenta: Hoechst. Scale bars: 10 μm. (**D**) Density plot illustrating the distribution of expression changes of the nuclear-encoded mitochondrial and non-mitochondrial genes in *CG1603^PBac^* mutant. (**E**) Graph illustrating the overlap between nuclear-encoded mitochondrial genes and differentially expressed genes (DEGs) that down-regulated >2-fold, as well as the distribution of the overlapped genes in different mitochondrial function categories. (**F**) Relative mRNA levels of several electron transport chain (ETC) biogenesis-related genes in *CG1603^PBac^* mutant larvae to control, measured by real-time PCR. n=3, error bar: SD. (**G**) Gene Ontology (GO) enrichment analyses of DEGs that down-regulated >2-fold. The top 10 enriched biological processes are shown. Figure 6—source data 1.Raw data used to generate Figure 6D, F, and G.

CG1603 had 8963 binding sites (peaks) distributed over all four chromosomes (Figure 7A and Supplementary file 6). A subset of peaks showed high intensity evaluated by signalValue (Figure 7A and Supplementary file 6), which may correspond to these high-intensity CG1603-mNG bands on the polytene chromosomes of the salivary gland (Figure 6C). Most CG1603 binding sites (6799) were found at promoter regions, close to the transcription start site (Figure 7B and C and Supplementary file 6), which is a key feature of a typical TF. Using the RSAT ‘peak-motifs’ tool (Thomas-Chollier et al., 2012), an 8bp palindromic sequence, ‘TATCGATA’ emerged as the most prevalent CG1603 binding motif (Figure 7D and Supplementary file 7). CG1603 bound to the genomic regions of 50% nuclear-encoded mitochondrial genes, and among these genes, 79.5% were down-regulated in the *CG1603^PBac^* mutant (Figure 7E and Supplementary file 6)*,* indicating a great accordance between ChIP data and RNA-seq results. Most nuclear-encoded mitochondrial genes that were both bound by CG1603 and down-regulated in *CG1603* mutant were ETC genes or related to ETC biogenesis (Figure 7F and Supplementary file 6). Collectively, CG1603 appears to be essential for mitochondrial biogenesis and coordinates the expression of both nuclear and mtDNA genes in ETC biogenesis.

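Genes of ETC biogenesis and maintenance fell more often than the rest of the mitochondrial genes, counted without regard to binding. The class was put together here from the list's groups of mtDNA replication, transcription, RNA metabolism, translation, ETC, testis-specific ETC and protein import. It follows the legend of the paper's Figure 7, which also names ETC assembly factors. The paper's own marking of the class was not used, and where assembly factors fall was not checked. The class and its tests were not in the plan made before the data were examined. Of its 283 genes tested, 253 (89.4%) were lower, 9 were higher and 21 did not pass the edgeR test, with a median log2 fold change of −1.25. By more than 2-fold, 184 (65.0%) were lower. Of the other 544 mitochondrial genes, 395 (72.6%) were lower, 90 were higher and 59 did not pass, with a median of −0.72, and 179 (32.9%) were lower by more than 2-fold. The difference passed Fisher's exact test (two-sided) both for all falls (odds ratio 3.18, 95% interval 2.06 to 5.03, p = 8.74e-09) and for falls of more than 2-fold (odds ratio 3.78, 95% interval 2.77 to 5.19, p = 1.21e-18). Genes are not independent replicates, so these p-values describe the classes in these 6 libraries. Binding by CG1603 was not analysed here.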

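Most nuclear genes of mtDNA transcription were lower in CG1603PBac larvae, as were some of mtDNA replication. The groups share TFAM, and the difference between them was not tested. Of 8 tested genes of mitochondrial transcription, 6 were lower and 2 did not pass edgeR's test, with a median log2 fold change of −0.62. The mitoribosomal gene mRpL12, which the list also counts under transcription, was at −2.13 (SE 0.10, adjusted p = 5.73e-14 from edgeR) and the transcription factor gene mtTFB2 at −1.28 (SE 0.18, adjusted p = 1.34e-06 from edgeR). The termination factor genes mTTF (−0.47) and mTerf5 (−0.49) were lower as well, although both lost their call with library totals (−0.08 and −0.10). The mtRNA polymerase gene mtRNApol (PolrMT) had −0.23 (adjusted p = 0.138 from edgeR), and passed, at −0.59, once the trend with gene length was removed. CG15390 (−1.88) overlaps an antisense RNA over 59.1% of its exons. Of the 5 tested replication genes 3 were lower, TFAM, mtSSB and rnh1, with a median of −0.39. The single-strand binding protein gene mtSSB was at −1.19 (SE 0.18, adjusted p = 5.72e-06 from edgeR), with 71.5% of its exons overlapped by CG31287 on the opposite strand. The call of rnh1 (−0.39, adjusted p = 0.0423 from edgeR) was lost, among other settings, in DESeq2, with library totals (0.01), with at least 10 counts in every library (−0.35), with the length trend removed (−0.32), and without any single library other than wt replicate 3 (−0.27 to −0.43). The helicase gene mtDNA-helicase had −0.08 (adjusted p = 0.571 from edgeR) and passed as higher, at 0.31, with library totals. Counts adjusted over the list alone were the same.
By camera the transcription group was lower than all other genes (adjusted p = 0.00876, adjusted p = 0.0673 with an estimated correlation), and the replication group did not pass (adjusted p = 0.320, adjusted p = 0.397 with an estimated correlation). With library totals the transcription median was −0.22, with 4 genes lower, and the replication median 0.01, with 2 lower and 2 higher. Transcripts encoded by mtDNA were not analysed here. The paper proposes that CG1603 coordinates nuclear and mtDNA gene expression in ETC biogenesis. It draws on the fall of nuclear mitochondrial genes, the binding of CG1603 near them and the classes of the genes involved. It also reports lower mtDNA levels in mutant larvae and fewer mtDNA nucleoids in RNAi and mutant clones.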

**Figure 7.**
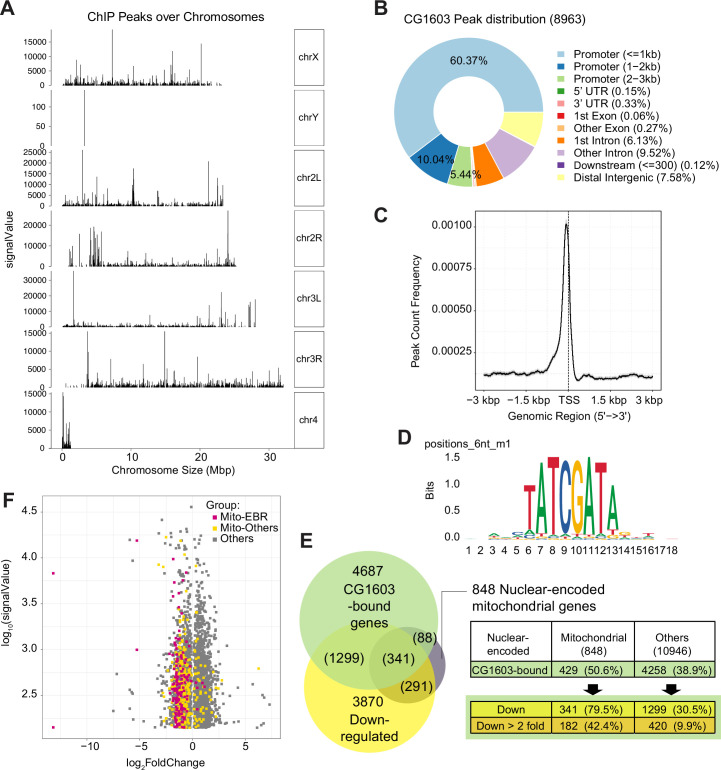
ChIP analysis identified nuclear mitochondrial genes that may be directly regulated by CG1603. (**A**) CG1603 ChIP peaks over all chromosomes. (**B**) Genomic distribution of CG1603 peaks. (**C**) Average profile of CG1603 peaks binding to transcription start site (TSS) regions. (**D**) Representative binding motif discovered with CG1603 ChIP peaks. (**E**) The number of nuclear-encoded mitochondrial and non-mitochondrial genes bound by CG1603, and the overlapping down-regulated differentially expressed genes (DEGs) in each group. (**F**) Scatterplot illustrating the signalValue of CG1603 ChIP peaks (y-axis) and log2 fold change in expression of DEGs between *CG1603^PBac^* mutant and control (x-axis). Mito-EBR: genes related to electron transport chain (ETC) biogenesis and maintenance, including ETC subunits and assembly factors, mitochondrial DNA (mtDNA) replication and transcription, mitochondrial RNA metabolism and translation, as well as mitochondrial protein import and membrane insertion machinery. Figure 7—source data 1.Raw data used to generate Figure 7A–D and F.

### The integrated approach identifies YL-1 as an upstream regulator of CG1603

In the network analyses, CG1603 was positioned in the middle layer, linked to seven TFs above and six TFs below by integrating the RNA-seq result with ChIP-seq data (Figure 8A). 

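The 14 factors of the network were lower, higher or without a call in CG1603PBac larvae. The 6 factors below CG1603 were all lower, but the study built the network partly from its RNA-seq result, so their direction here is not independent evidence. Below CG1603, nerfin-1, a zinc finger gene of neuronal precursors, fell most, from 4.88 ± 1.33 to 0.649 ± 0.0364 CPM (SD, n = 3), a log2 fold change of −2.90 (SE 0.42, adjusted p = 2.87e-06 from edgeR). The PGC-1 homolog srl went from 43.5 ± 3.30 to 22.2 ± 4.62 CPM (−0.97, adjusted p = 1.03e-06 from edgeR). CG12391 was at −0.83, Trl, the GAGA factor, at −0.62 and CG2199 (indra) at −0.60. Trl shares 77.8% of its exons with CG42507 and Tsen34 on the same strand. The calls of Trl (−0.22) and CG2199 (−0.21) were lost with library totals.
Above CG1603, the nuclear receptor gene ftz-f1 rose from 32.4 ± 0.616 to 128 ± 1.35 CPM (SD, n = 3), a log2 fold change of 1.98 (SE 0.07, adjusted p = 3.59e-16 from edgeR). Myb, which shares 99.2% of its exons with CG46440, was at 0.55, E(bx) at 0.38 and trem at 0.42. With the trend on gene length removed, E(bx) was lower (−0.38). The call of trem was lost without mitochondrial genes in the scaling (0.34) and without wt replicate 1 (0.38), wt replicate 3 (0.36), CG1603PBac replicate 2 (0.29) or CG1603PBac replicate 3 (0.40). Stat92E was lower (−0.22, adjusted p = 0.0192 from edgeR), but had 0.17 with library totals, and its call was lost without wt replicate 3 (−0.14), CG1603PBac replicate 1 (−0.21) or CG1603PBac replicate 3 (−0.20). YL-1 (−0.15, SE 0.20, adjusted p = 0.503 from edgeR) and CG17829 (Hinfp, 0.03, SE 0.10, adjusted p = 0.793 from edgeR) did not pass, although CG17829 passed at 0.43 with library totals. Together with CG1603 itself, 5 of the 14 factors were higher, 7 were lower and 2 did not pass, also when adjusted over the list alone.

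**Figure D5:**
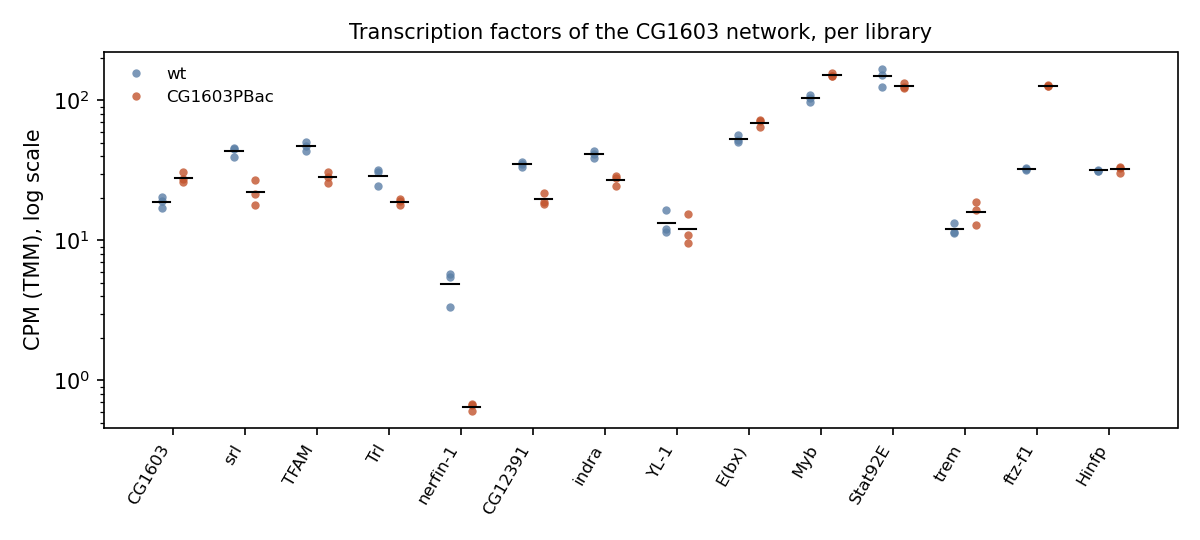
CPM after TMM scaling, on a log axis, of the 14 factors of Figure 8A in each wt (blue) and CG1603PBac (orange) library, with the mean as a bar. The 3 libraries of each genotype do not overlap for nerfin-1 and ftz-f1, and they overlap for YL-1.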

Through these TFs below, CG1603 may indirectly control the expression of 2230 genes, including 291 mitochondrial genes down-regulated in *CG1603^PBac^* but not bound by CG1603 (Figure 7E). Using the ‘flip-out’ RNAi system in the midgut, we found that among seven TFs upstream of CG1603 in the network, E(bx), YL-1, trem, STAT92E, and Myb were also required for maintaining TFAM levels (Figure 8—figure supplement 1). To further verify their potential roles in regulating CG1603, we performed RNAi against these genes in midgut clones carrying CG1603-mNG reporter. Only *YL-1* RNAi clones displayed a marked reduction of CG1603 protein compared with neighboring cells (Figure 8B and C). Furthermore, overexpression of CG1603 restored the reduced eye size, TFAM-GFP, SDHA-mNG, and mtDNA levels caused by *YL-1* RNAi (Figure 8D–J and Figure 8—figure supplement 2). These results indicate that YL-1 is indeed an upstream regulator of CG1603, and through which to regulate ETC biogenesis.

**Figure 8.**
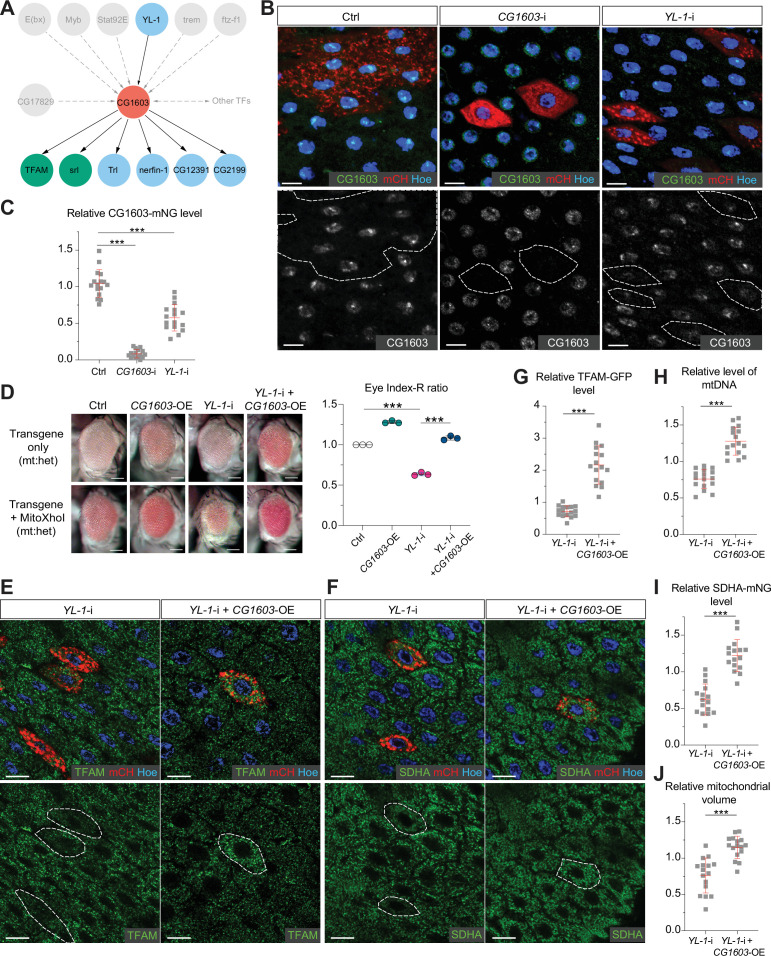
YL-1 is an upstream regulator of CG1603. (**A**) Schematic graph illustrating the CG1603 upstream and downstream (co-)TFs (transcription factors) involved in regulating mitochondrial electron transport chain (ETC) biogenesis, inferred from ChIP-seq, RNA-seq, and genetics data. (**B**) Representative images of control RNAi (Ctrl), *CG1603* RNAi (*CG1603*-i), and *YL-1* RNAi (*YL-1*-i) midgut enterocytes (EC) clones with endogenously expressed CG1603-mNG visualized in green or white. Clones were labeled by mCherry red and compared with wild type (wt) neighbors. White dashed lines aided in illustrating clones. Blue: Hoechst. Scale bars: 10 μm. (**C**) Quantification of the relative CG1603-mNG level in the EC clones to their wt neighbors. n=16 from 8 midguts for each group, error bar: SD. Two-tailed Student's *t*-test, ***: p<0.001. (**D**) Representative eye image and Index-R ratio (RNAi+mitoXhoI/RNAi-only) of adult flies with indicated genotypes. Three biological repeats were performed for each group, error bar: SD. Two-tailed Student's *t*-test, ***: p<0.001. Scale bars: 100 µm. (**E–F**) Representative images of *YL-1* RNAi (*YL-1*-i) and *YL-1* RNAi+*CG1603* overexpression (*YL-1-*i+*CG1603* OE) midgut EC clones with endogenously expressed TFAM-GFP (**E**) or SDHA-mNG (**F**) visualized in green. Clones were labeled by mCherry red and compared with wt neighbors. Blue: Hoechst. Scale bars: 10 µm. (**G–J**) Quantification of the relative TFAM-GFP level (**G**), the relative levels of mtDNA (**H**), the relative SDHA-mNG level (**I**), and the relative mitochondrial volume (**J**) in the EC clones to their wt neighbors. n=16 from 8 midguts for each group, error bar: SD. Two-tailed Student's *t*-test, ***: p<0.001. Figure 8—source data 1.Raw data used to generate Figure 8C, D, and G–J.

**Figure 8—figure supplement 1.**
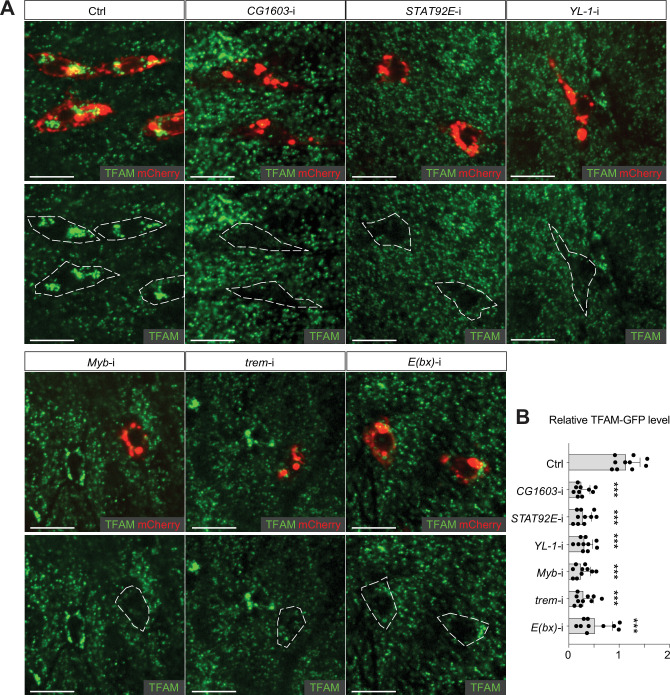
TFAM levels in the RNAi midgut clones of transcription factors (TFs) upstream of CG1603 in the network. (**A**) Representative images of control RNAi (Ctrl), *CG1603* RNAi (*CG1603*-i), *STAT92E* RNAi (*STAT92E*-i), *YL-1* RNAi (*YL-1*-i), *Myb* RNAi (*Myb* -i), *trem* RNAi (*trem*-i), and *E(bx*) RNAi (*E(bx*)-i) midgut ISC/EB clones labeled by mCherry red, with endogenously expressed TFAM-GFP visualized in green. White dashed lines aided in illustrating clones. Scale bars: 10 µm. (**B**) Quantification of the relative TFAM-GFP level in midgut ISC/EB clones to their wt neighbors for different groups. n=10, error bar: SD. Two-tailed Student's *t*-test, ***: p<0.001. Figure 8—figure supplement 1—source data 1.Raw data used to generate Figure 8—figure supplement 1B.

**Figure 8—figure supplement 2.**
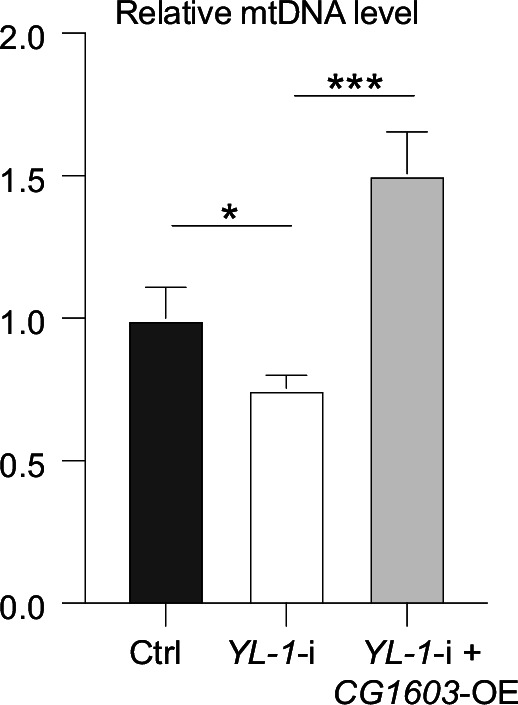
Overexpression of CG1603 restored the reduced mitochondrial DNA (mtDNA) level caused by *YL-1* RNAi in the eye discs. Relative mtDNA levels in eye discs of different RNAi groups. n=3, error bar: SD. Two-tailed Student's *t*-test, *: p<0.05, ***: p<0.001. Figure 8—figure supplement 2—source data 1.Raw data used to generate Figure 8—figure supplement 2.

## Discussion

The dual genetic control of mitochondria presents a fundamental challenge: how are the nuclear genome and mtDNA coordinated to ensure the efficiency and the integrity of oxidative phosphorylation system and other critical mitochondrial processes? In *Drosophila* ovary, the mitochondrial A-kinase-anchor-protein, MDI promotes the translation of a subset of nuclear mitochondrial proteins by cytosolic ribosomes on the mitochondrial outer membrane (Zhang et al., 2016). MDI’s targets are predominantly ETC subunits and proteins essential for mitochondrial genome maintenance and gene expression (Zhang et al., 2019). This mechanism coordinates the nuclear and mitochondrial genomes to augment the ETC biogenesis that takes place in differentiating germ cells (Wang et al., 2019; Wang et al., 2023). Cytosolic and mitochondrial translation are up-regulated in concert to boost ETC biogenesis in budding yeast undergoing a metabolic shift from glycolysis to oxidative phosphorylation (Couvillion et al., 2016), further supporting the synchronized expression of ETC components from dual genetic origins at the translational level. Nevertheless, nuclear-encoded mitochondrial ETC subunits often exhibited a concordant expression pattern at the RNA level (Eisen et al., 1998), and mtDNA-encoded ETC RNAs consistently exhibited similar trends, albeit with a more gradual increase compared to their nuclear-encoded counterparts accompanying the metabolic shift (Couvillion et al., 2016). These observations suggest a potential coordination at the transcriptional level as well. We uncovered a zinc finger protein encoded by the *CG1603* locus as a core regulator in a transcription network regulating mitochondrial biogenesis. 

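Most genes of the TCA cycle and of heme synthesis were lower in CG1603PBac larvae. Of 30 TCA cycle genes tested, 27 were lower, 18 of them by more than 2-fold, and 3 did not pass (median log2 fold change −1.06). The aconitase gene mAcon1 (Acon) went from 1360 ± 102 to 370.0 ± 10.2 CPM (SD, n = 3), and CG1544 was at −1.92. Of 11 heme genes, 8 were lower and 2 higher (median −0.58). The coproporphyrinogen oxidase gene Coprox was at −1.91 and Cox10 (CG5037), which makes heme for cytochrome oxidase, at −0.91, whereas Alas, the rate-limiting enzyme of the pathway, rose by 1.64 (SE 0.05, adjusted p = 8.07e-18 from edgeR). Of 510 mitochondrial genes outside the named groups, 367 were lower and 88 higher (median −0.71), or 369 and 89 when adjusted over the list alone. That remainder is mixed in function and includes PCNA (−2.92), the DNA replication clamp, and CG3999 (−2.89) and CG6195 (−3.20) among the falls, and CG5646, from 0.683 ± 0.529 to 12.1 ± 0.699 CPM (SD, n = 3), among the rises. The TCA (odds ratio 8.60, adjusted p = 4.58e-08) and remaining genes (odds ratio 2.90, adjusted p = 1.25e-23) were enriched among genes down by more than 2-fold in a one-sided Fisher's exact test, and heme genes were not (adjusted p = 0.832). By camera TCA genes were lower than all others (adjusted p = 8.29e-09, adjusted p = 0.0391 with an estimated correlation) and so were the remaining ones (adjusted p = 3.57e-11, adjusted p = 0.0129 with an estimated correlation). Heme genes did not pass camera (adjusted p = 0.0827), but did with DESeq2's fold changes (0.0475) and without a filter on low counts (0.0327). With library totals 6 TCA genes (median −0.67) and 68 of the remaining ones (median −0.32) were down by more than 2-fold, and 6 heme genes were lower and 3 higher (median −0.19). Muscle genes were lower in these larvae too.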

CG1603 promoted the expression of more than half of nuclear-encoded mitochondrial proteins, and the inhibition of CG1603 severely reduced mitochondrial mass and mtDNA contents. CG1603 targets were highly enriched in nuclear-encoded ETC subunits and essential factors required for mtDNA genome maintenance and gene expression. Thus, CG1603 not only promotes mitochondrial biogenesis in general, but also affords a transcriptional coordination of the nuclear and mitochondrial genomes in ETC biogenesis.

The modifier screen in the developing eyes took advantage of the mtDNA deficiency resulted from the expression of MitoXhoI in a heteroplasmic background. Besides 77 enhancers, we also recovered 20 suppressors, of which ‘RNAi+MitoXhoI’ flies had larger eyes than ‘RNAi-only’ (Figure 1G and Supplementary file 1). Knockdown of these genes alone severely reduced eye size (Figure 1G and Supplementary file 1). Noteworthy, five of them were lethal due to the lack of head capsule that is developed from the eye antenna disc, but the viability of these RNAi flies was restored by MitoXhoI expression. Given that MitoXhoI expression also disrupts eye development, it is perplexing that the combination of RNAi and MitoXhoI expression, two genetic conditions causing the same phenotype, led to a milder phenotype. Perhaps, mtDNA deficiency caused by MitoXhoI expression triggers a retrograde signal, which boosts cellular stress responses and thereby mitigates the cell growth defects in these RNAi backgrounds.

The CG1603 belongs to a large family of C2H2-ZF TFs that contains 272 genes in the *Drosophila* genome (https://flybase.org/reports/FBgg0000732.html). It has one N-terminus C2H2-ZF, followed by two MADFs and a cluster of six C2H2-ZFs at the C-terminus (Figure 4A). In addition to the C2H2-ZF cluster, which predominantly mediates sequence-specific DNA binding (Persikov et al., 2015; Wolfe et al., 2000), C2H2-ZF TFs often possess additional N-terminal protein-protein interaction domains, such as KRAB, SCAN, and BTB/POZ domains in vertebrates, ZAD and BTB/POZ in *Drosophila*, for binding to transcription co-regulators (Fedotova et al., 2017; Perez-Torrado et al., 2006; Sobocińska et al., 2021). These interactions allow them to either activate or repress gene expression. CG1603 binds to the genomic regions of 4687 genes in the *Drosophila* genome. Among these genes, 602 and 562 genes were, respectively, decreased or increased more than two folds in *CG1603* mutant (Supplementary file 6). Thus, CG1603 is likely a dual-function TF, capable of both activating and repressing transcription depending on the chromosomal environment of its targets. Ying Yang 1, a well-characterized dual-function TF in mammals, contains both a transcription activation domain and a repression domain, in addition to four C2H2-ZFs at its C-terminus (Verheul et al., 2020). The N-terminus C2H2-ZF and the first MADF domain of CG1603 are negatively charged, and hence have low probability of binding to DNA that is also negatively charged (Figure 4B). In the predicted 3D structure of CG1603, the positively charged C-terminal zinc fingers and MADF-2 domain cluster in the center, while the negatively charged N-terminal C2H2-ZF and the MADF-1 extend in opposite directions (Figure 4B), resembling the domain arrangement of Ying Yang 1 (Verheul et al., 2020). MADF domains share significant similarity with Myb/SANT domains that may bind to either DNA or proteins (Maheshwari et al., 2008). Some MADF domains, due to their negative charge, have been proposed to interact with positively charged histone tails, similar to the Myb/SANT domain in a well-known chromatin remodeler ISWI, suggesting a potential role in chromatin remodeling (Maheshwari et al., 2008). Notably, some chromatin remodelers possess tandem Myb/SANT domains that can directly interact with histones and DNA or histone remodeling enzymes like ISWI and SMRT (Boyer et al., 2004). It is plausible that CG1603 may play a role in chromatin remodeling directly or by recruiting nucleosome remodeling factors to its binding sites, thereby modulating gene transcription in those regions.

Notably, CG1603 had no impact on the expression of one-third of its binding genes (Supplementary file 6), highlighting that DNA binding profiling alone is not sufficient to predict the function of a TF. Nonetheless, the network analyses on TFs’ ChIP-seq data allowed us to construct a potential regulatory network among these TFs, which subsequently served as a blueprint for genetic analyses to verify potential regulations. Total seven TFs were upstream of CG1603 in the network and emerged as positive hits in the initial screen in the eye. RNAi against five of them led to reduced TFAM levels in the midgut, while the other two had no noticeable phenotype, suggesting that these two TFs may regulate mitochondrial biogenesis in a tissue-specific manner. Only YL-1 was confirmed to act upstream of CG1603 based on the genetic epistasis analysis, further indicating the necessity of combining genomic, bioinformatic, and genetic analyses to gain more reliable and comprehensive understanding on transcriptional regulations. YL-1 is one of DNA binding subunits of the SRCAP complex, which is essential for histone H2A.Z incorporation and replacement (Liang et al., 2016). Recently, it has been shown that both SRCAP complex and H2A.Z are necessary for the transcription of nuclear-encoded mitochondrial genes (Lowden et al., 2021; Xu et al., 2021). Our work offers a mechanistic insight into how CG1603 and its upstream regulator, YL-1, may regulate mitochondrial biogenesis at nucleosome and chromatin levels. Currently, most known transcription paradigms controlling mitochondrial biogenesis are centered on TFs and co-activators that stabilize or directly stimulate the core transcription machinery. The YL-1 to CG1603 cascade may represent a previously underappreciated layer of transcriptional regulation on ETC biogenesis and could act in concert with NRF1 and other TFs to coordinate both the nuclear and mitochondrial genomes in ETC biogenesis.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Drosophila melanogaster*)	*CG1603*	GenBank	FLYB:FBgn0033185	
Genetic reagent (*D. melanogaster*)	*w^1118^*	Bloomington Drosophila Stock Center	BDSC: 3605; RRID:BDSC_3605	
Genetic reagent (*D. melanogaster*)	Heteroplasmic *Sco/CyO*, *UAS-mitoXhoI; eyeless-GAL4*	This paper		See Materials and methods, Section Fly genetics
Genetic reagent (*D. melanogaster*)	RNAi stains used for genetic screen	Bloomington Drosophila Stock Center; Vienna *Drosophila* Resource Center	See ‘ID’, ‘SYMBOL’, and ‘Stock #’ column in Supplementary file 1	Stock # begins with ‘v’ is from VDRC, otherwise BDSC
Genetic reagent (*D. melanogaster*)	*UAS-Luciferase*	Bloomington Drosophila Stock Center	BDSC:35788	
Genetic reagent (*D. melanogaster*)	*TFAM‐GFP*	PMID:27053724		
Genetic reagent (*D. melanogaster*)	*hsFLP*	Bloomington Drosophila Stock Center	BDSC:7	
Genetic reagent (*D. melanogaster*)	*Act >CD2>GAL4, UAS-mCD8::mCherry*	This paper		See Materials and methods, Section Fly genetics
Genetic reagent (*D. melanogaster*)	*PBac[SAstopDsRed]LL06826*	Kyoto *Drosophila* Stock Center	Kyoto:141919	
Genetic reagent (*D. melanogaster*)	*CyO, act-GFP*	Bloomington *Drosophila* Stock Center	BDSC:4533	
Genetic reagent (*D. melanogaster*)	*FRT42D*	Bloomington *Drosophila* Stock Center	BDSC:1802	
Genetic reagent (*D. melanogaster*)	*FRT42D, Ubi-nls-RFP*	Bloomington *Drosophila* Stock Center	BDSC:35496	
Genetic reagent (*D. melanogaster*)	*Def^k08815^*	Bloomington *Drosophila* Stock Center	BDSC:10818	
Genetic reagent (*D. melanogaster*)	*Def^Exel6052^*	Bloomington *Drosophila* Stock Center	BDSC:7534	
Genetic reagent (*D. melanogaster*)	*Def^Exel6053^*	Bloomington *Drosophila* Stock Center	BDSC:7535	
Genetic reagent (*D. melanogaster*)	*UASz-CG1603*	This paper		See Materials and methods, Section Transgenic flies
Genetic reagent (*D. melanogaster*)	*P[CG1603^gDNA^]*	This paper		See Materials and methods, Section Transgenic flies
Genetic reagent (*D. melanogaster*)	*SDHA-mNeonGreen*	This paper		See Materials and methods, Section Transgenic flies
Genetic reagent (*D. melanogaster*)	*TFAM-mNeonGreen*	This paper		See Materials and methods, Section Transgenic flies
Genetic reagent (*D. melanogaster*)	*CG1603-Halo-mNeonGreen*	This paper		See Materials and methods, Section Transgenic flies
Cell line (*D. melanogaster*)	S2	*Drosophila* Genomics Resource Center	FLYB:FBtc0000181; RRID:CVCL_Z992	
Antibody	Anti-Actin (Mouse monoclonal)	MilliporeSigma	Cat# MAB1501; RRID:AB_2223041	WB (1:1000)
Antibody	Anti-ATP5A (Mouse monoclonal)	abcam	Cat# 15H4C4; RRID:AB_301447	WB (1:2000)
Antibody	Anti-ND30 (Mouse monoclonal)	abcam	Cat# 17D95;	WB (1:1000)
Antibody	Anti-TFAM (Rabbit polyclonal)	PMID:35449456		WB (1:1000)
Antibody	Anti-HSP60 (Rabbit polyclonal)	Cell Signaling	Cat# 4870; RRID:AB_2295614	WB (1:1000)
Antibody	Anti-rabbit IgG, HRP-linked (Goat polyclonal)	Cell Signaling	Cat# 7074; RRID:AB_2099233	WB (1:2000)
Antibody	Anti-mouse IgG, HRP-linked (Horse polyclonal)	Cell Signaling	Cat# 7076; RRID:AB_330924	WB (1:2000)
Recombinant DNA reagent	pIB-CG1603-mCherry (plasmid)	This paper		See Materials and methods, Section Cell culture and gene expression
Recombinant DNA reagent	pIB/V5-His (plasmid)	Thermo Fisher Scientific	Cat# V802001	
Sequence-based reagent	Primers for real-time PCR	This paper		Listed in Supplementary file 8
Commercial assay or kit	Effectene Transfection Reagent	QIAGEN	Cat# 301425	
Commercial assay or kit	NativePAGE Sample Prep Kit	Thermo Fisher Scientific	Cat# BN2008	
Commercial assay or kit	Pierce BCA Protein Assay Kit	Thermo Fisher Scientific	Cat# 23225	
Commercial assay or kit	NativePAGE Running Buffer Kit	Thermo Fisher Scientific	Cat# BN2007	
Commercial assay or kit	DNeasy Blood & Tissue Kit	QIAGEN	Cat# 69504	
Commercial assay or kit	RNeasy Mini Kit	QIAGEN	Cat# 74104	
Commercial assay or kit	SuperScript VILO cDNA Synthesis Kit	Thermo Fisher Scientific	Cat# 11754050	
Commercial assay or kit	PowerTrack SYBR Green Master Mix	Thermo Fisher Scientific	Cat# A46012	
Chemical compound, drug	TRIzol	Thermo Fisher Scientific	Cat# 15596026	
Chemical compound, drug	DAPI	Thermo Fisher Scientific	Cat# D1306	
Chemical compound, drug	Hoechst 33342	Thermo Fisher Scientific	Cat# H1399	
Chemical compound, drug	TMRM	Thermo Fisher Scientific	Cat# I34361	
Chemical compound, drug	MitoTracker Green	Thermo Fisher Scientific	Cat# M7514	
Software, algorithm	Imaris	Oxford Instruments		See Materials and methods, Section Imaging analyses
Software, algorithm	Fiji/ImageJ	NIH		See Materials and methods, Section Imaging analyses
Software, algorithm	FastQC	Babraham Bioinformatics		See Materials and methods, Section RNA-seq analysis
Software, algorithm	STAR	PMID:23104886		See Materials and methods, Section RNA-seq analysis
Software, algorithm	HTseq	PMID:35311944		See Materials and methods, Section RNA-seq analysis
Software, algorithm	DESeq2	PMID:25516281		See Materials and methods, Section RNA-seq analysis
Software, algorithm	clusterProfiler	PMID:22455463		See Materials and methods, Section RNA-seq analysis
Software, algorithm	BWA	PMID:19451168		See Materials and methods, Section ChIP-seq computational analysis
Software, algorithm	Samtools	PMID:19505943		See Materials and methods, Section ChIP-seq computational analysis
Software, algorithm	MACS2	PMID:18798982		See Materials and methods, Section ChIP-seq computational analysis
Software, algorithm	ChIPseeker	PMID:25765347		See Materials and methods, Section ChIP-seq computational analysis
Software, algorithm	VertexSort	PMID:19690563		See Materials and methods, Section ChIP-seq computational analysis
Software, algorithm	RSAT	PMID:22836136		See Materials and methods, Section ChIP-seq computational analysis
Software, algorithm	SMART	PMID:10592234		See Materials and methods, Section Prediction of protein domains, isoelectric point, net charge, and structure
Software, algorithm	AlphaFold	PMID:34265844		See Materials and methods, Section Prediction of protein domains, isoelectric point, net charge, and structure

### Fly genetics

Flies were maintained on standard cornmeal medium at 25°C, unless otherwise stated. Heteroplasmic lines that contain~50% XhoI-resistant *mt:CoI^T300I^* genome (Hill et al., 2014) were maintained at 18°C. The heteroplasmic *w^1118^; Sco/CyO*, *UAS-mitoXhoI; eyeless-GAL4* females were crossed with different RNAi lines to generate male offspring for assessing adult eye morphology. RNAi lines used in the screen were obtained from the Bloomington *Drosophila* Stock Center (BDSC), or Vienna Drosophila Resource Center, and listed in Supplementary file 1. *UAS-Luciferase* (BDSC#35788) was used as the transgene control. *TFAM‐GFP* reporter line was described previously (Zhang et al., 2016). *Act >CD2>GAL4, UAS-mCD8::mCherry,* and *hsFLP* (BDSC#7) were used to generate ‘flip-out’ clones in midguts. We found that the leakage expression of flippase at 22°C was sufficient to induce ‘flip-out’ clones. *PBac[SAstopDsRed]LL06826* (Kyoto#141919) was obtained from Kyoto Drosophila Stock Center, and backcrossed to *w^1118^* for six generations before phenotypic analyses. A fluorescent ‘*CyO, act-GFP*’ (BDSC#4533) was used for selecting homozygous mutant larvae. *PBac[SAstopDsRed]LL06826* was recombined with *FRT42D* (BDSC #1802) to generate *FRT42D, CG1603^PBac^*, which was crossed with *hs-flp; FRT42D, Ubi-nls-RFP* (derived from BDSC#35496) for generating mitotic clones in ovaries (Laws and Drummond-Barbosa, 2015). Briefly, 0- to 2-day-old females were transferred along with sibling males to the Kimwipe-semi-covered vials, then passed to 37°C water bath, heat shocked for 1 hr, twice daily, for 3 consecutive days. The clones were assessed 7–10days after the final heat shock. *Def^k08815^*(BDSC#10818), *Def^Exel6052^*(BDSC#7534), and *Def^Exel6053^*(BDSC#7535) were obtained from BDSC.

### Cell culture and gene expression

S2 cells from Drosophila Genomics Resource Center (DGRC) were cultured as previously described Zhang et al., 2015 following the online instruction (DRSC, https://fgr.hms.harvard.edu/fly-cell-culture). Briefly, cells were maintained in Schneider’s medium (Thermo Fisher Scientific) with 10% heat inactivated fetal bovine serum (FBS, Thermo Fisher Scientific) and 1% penicillin-streptomycin (Thermo Fisher Scientific) at 27°C. Effectene Transfection Reagent (QIAGEN) was used for plasmids transfection following the manufacturer’s instructions. For expression in S2 cells, the coding sequence of *CG1603* was cloned into a pIB vector (Thermo Fisher Scientific), with an *mCherry* coding sequence fused at the 3' end.

### Transgenic flies

*UASz-CG1603* plasmid was generated by inserting *CG1603* coding sequence between the Acc65I and XbaI sites of pUASz1.0 (https://dgrc.bio.indiana.edu//stock/1431; RRID:DGRC_1431). *UASz-CG1603* was inserted into either attP2 or attP40 (Bestgene Inc) using PhiC31 integrase-mediated site-specific transformation, to generate transgenes on third and second chromosome, respectively.

The DNA fragment spanning *CG1603* genomic region was amplified by PCR and subcloned into a pattB vector (https://dgrc.bio.indiana.edu//stock/1420; RRID:DGRC_1420). The resulted plasmid was inserted into attP2 site (Bestgene Inc) using PhiC31 integrase-mediated site-specific transformation to generate the transgene *P[CG1603^gDNA^]*.

*SDHA-mNeonGreen* reporter line was generated using a previously published method (Wang et al., 2019). The targeting cassette comprising of 1kb genomic DNA fragment upstream of *SDHA* stop codon, *mNeonGreen* coding sequence, a fragment containing *GMR-Hid* flanked by two FRT sites, and 1kb genomic DNA fragment downstream of *SDHA* stop codon was inserted into a pENTR vector to make the homology donor construct. This donor construct and an *SDHA* chiRNA construct (*gRNA-SDHA* recognizes GTAGACATCCGTACGAGTGA[TGG]) were injected into the *Vasa-Cas9* expressing embryos (BDSC#51323). G0 adults were crossed with *w^1118^* files (BDSC#3605), and progeny with small-eye phenotype were selected as candidates due to the expression of *GMR-Hid*. To remove the *GMR-Hid* cassette, the *SDHA-mNeon-GMR-Hid* flies were crossed with *nos-Gal4; UASp-FLP*. The F1 progeny with the genotype of *nos-Gal4/SDHA-mNeon-GMR-Hid; UASp-FLP/+* were selected and crossed with *Sco/CyO*. The F2 flies of *SDHA-mNeon/CyO* with normal white eyes were selected and maintained.

For *TFAM-mNeonGreen* and *CG1603-Halo-mNeonGreen* knock-In lines, the targeting cassette comprising of 1kb genomic DNA fragment upstream of the stop codon, either *mNeonGreen* or *Halo-mNeonGreen* coding sequence, and 1kb genomic DNA fragment downstream of the stop codon was inserted into pOT2 vector to generate the donor constructs. Each donor construct and the corresponding chiRNA construct (*gRNA for TFAM*: ATGATTTGTGAATTATGTGATGG; *gRNA for CG1603*: GGAATGAACTCTCGCCTTGAGGG) were injected into Vasa-Cas9 expressing embryos (BDSC#51323 or BDSC#51324). G0 adults were crossed with w1118 files, and the progeny carrying the *mNeonGreen* insertions were screened by PCR. Primers for TFAM-mNeonGreen are GCTCGCTGATCAACAAAGTC and GGTGGACTTCAGGTTTAACTCC. Primers for CG1603-mNeonGreen are AGTGCGAGTTCCTCAGT-GTG and CGCCCAGGACTTCCACATAA.

### RNA-seq analysis

For bulk RNA-seq analysis, total RNA was extracted from wt and CG1603 mutant larvae (48hr after egg laying) by TRIzol (Thermo Fisher Scientific) following the standard protocol. Three samples were used for each genotype. Poly (A) capture libraries were generated at the DNA Sequencing and Genomics Core, NHLBI, NIH. RNA-seq was performed with using an NovaSeq 6000 (Illumina) and 100bp paired-end reads were generated at the DNA Sequencing and Genomics Core, NHLBI, NIH. Sequencing data were analyzed following the Bioinformatics Pipeline of mRNA Analysis, NCI, NIH. After quality assessment of FASTQ files using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc), paired-end reads were aligned against *D. melanogaster* reference genome (Dmel6) using a two-pass method with STAR (v2.7.9a) (Dobin et al., 2013). Gene-level read counts were produced by HTseq (v0.11.4) (Putri et al., 2022). Differential expression analysis at the gene level was carried out using DESeq2 open-source R package (Love et al., 2014) with an FDR cut-off of 0.05. GO enrichment analysis was performed using clusterProfiler R package (Yu et al., 2012) with the log2 fold change cut-off>1and <–1 for up-regulated and down-regulated genes, respectively. A density plot was generated by ggplot2 R package (https://ggplot2.tidyverse.org). *Drosophila* mitochondrial genes and subgroups were referenced against a modified MitoCarta 3.0 inventory (Rath et al., 2021; Wang et al., 2019).

### ChIP-seq computational analysis

ChIP-seq reads in FASTQ format and the narrowPeak output files for each candidate TF were downloaded from ENCODE Project open resource (https://www.encodeproject.org; Kudron et al., 2018). ChIP-seq reads were aligned to the *D. melanogaster* reference genome (Dmel6) using BWA (v0.7.17) (Li and Durbin, 2009). SAM files were sorted and compressed into BAM format with Samtools (v1.16.1) (Li et al., 2009). Replicates were merged by Picard tools (v2.27.3, https://broadinstitute.github.io/picard) using lenient criteria, and all alignments with an MAPQ value less than 20 were removed. Lags prediction and peak-calling were done with MACS2 (v2.2.7.1) Zhang et al., 2008 following the ENCODE TF ChIP pipeline with IDR analysis performed for consistency analysis (https://github.com/mforde84/ENCODE_TF_ChIP_pipeline; mforde84, 2016). Peak annotation and analysis of profile of ChIP peaks binding to TSS regions were performed with ChIPseeker R package (Yu et al., 2015). Transcription network was analyzed and visualized with VertexSort (Jothi et al., 2009) and igraph (https://igraph.org) R packages, respectively, and ChIP peaks of each TF identified in the gene promoter regions (<2kb) were used for analyses. CG1603 binding motif discovery was done using online integrated pipeline ‘peak-motifs’ of RSAT tools (https://rsat.france-bioinformatique.fr/rsat/peak-motifs_form.cgi; Thomas-Chollier et al., 2012).

### Imaging analyses

Imaging analyses were performed as previously described (Zhang et al., 2020) using the Zeiss Axio Observer equipped with a Perkin Elmer spinning disk confocal system or a Zeiss LSM880 confocal system. Tissues were dissected out and rinsed in room temperature Schneider’s medium (Thermo Fisher Scientific) supplied with 10% heat inactivated FBS (Thermo Fisher Scientific), and then used for either direct imaging or further staining and fixation. For live imaging, a Zeiss incubation system was used to maintain proper temperature and humidity. Live tissues were mounted with medium on the coverslip in a custom-made metal frame and then covered with a small piece of Saran wrap before imaging. For tissue fixation, PBS containing 4% PFA was used, followed by three washes with PBS. Hoechst 33342 and DAPI (5μg/ml, Thermo Fisher Scientific) incubation in PBS for 5 min was used for nuclear staining of live tissues and fixed tissues, respectively. The image processing and quantification were performed by Volocity (Perkin Elmer, for image acquisition), Zen (Zeiss, for image acquisition), Imaris (Oxford Instruments, https://imaris.oxinst.com/, for 3D surface, voxels, and intensity statistics), and Fiji/ImageJ software (NIH, https://fiji.sc/, for image processing and statistics) based on the previously published methods (Liu et al., 2022; Wang et al., 2023). The relative level of TFAM-GFP or TFAM-mNeonGreen, or relative SDHA-mNeonGreen level, was calculated as the ratio of the mean fluorescence intensity in the RNAi or mutant clone to that of its neighboring control, with background correction. The relative CG1603-mNG level was calculated as the ratio of the mean nuclear fluorescence intensity in the RNAi clone to that of its neighboring control, with background correction. The relative level of mtDNA was determined by calculating the ratio of the TFAM-GFP or TFAM-mNeonGreen puncta number in the RNAi or mutant clone, standardized by clone volume, to that of its neighboring control. The relative mitochondrial volume was calculated as the ratio of the total SDHA-GFP positive voxels with local contrast in the RNAi clone, standardized by clone volume, to that of its neighboring control.

Mitochondrial membrane potential was detected using a protocol adopted from a previous study (Zhang et al., 2020; Zhang et al., 2019). Briefly, after dissection, adult ovaries were incubated in the Schneider’s medium containing TMRM (200nM, Thermo Fisher Scientific) and MitoTracker Green (200nM, Thermo Fisher Scientific) for 20min at room temperature, rinsed with PBS for three times, and then imaged live within 1hr. TMRM and MitoTracker signal intensities were quantified and ratiometric images were generated using Fiji/ImageJ software (NIH). Mitochondrial membrane potential was computed as the ratio of the mean intensity of TMRM to MitoTracker fluorescence with background correction.

### Western blot

Protein extracts from wt and *CG1603* mutant larvae tissues (48hr after egg laying) were prepared using the RIPA buffer (MilliporeSigma) with Halt Protease Inhibitor Cocktail (Thermo Fisher Scientific), 5mM NaF (MilliporeSigma), and 1mM Na_3_VO_4_ (MilliporeSigma). Western blot was performed using a XCell SureLock Mini-Cell and XCell II Blot Module (Thermo Fisher Scientific). Samples were electrophoresed under a reducing condition on NuPAGE 4–12% Bis-Tris Mini Protein Gels (Thermo Fisher Scientific). Proteins on the gel were transferred to a polyvinylidene difluoride membrane (Thermo Fisher Scientific). The membranes were blocked with 5% BSA or non-fat milk (MilliporeSigma) in TBST (Tris buffered saline with 0.1% Tween-20). After a series of washes and incubations with primary antibodies, TBST, and secondary antibodies, the immunoreactivity was visualized using SuperSignal West Dura Chemiluminescent Substrate (Thermo Fisher Scientific) and Amersham ImageQuant 800 system (Cytiva). The antibodies used were: Mouse anti-Actin antibody (C4, MAB1501, MilliporeSigma), Mouse anti-ATP5A antibody (15H4C4, abcam), Mouse anti-ND30 antibody (17D95, abcam), rabbit anti-TFAM antibody (Liu et al., 2022), rabbit anti-HSP60 antibody (#4870, Cell Signaling), Anti-rabbit IgG, HRP-linked Antibody (#7074, Cell Signaling), and Anti-mouse IgG, HRP-linked Antibody (#7076, Cell Signaling).

### Blue native PAGE and in-gel activity assays of ETC complexes

Mitochondria from fly larvae were isolated by homogenization and differential centrifugation following previous protocol (Chen et al., 2015). Solubilized protein samples from isolated mitochondria were prepared with NativePAGE Sample Prep Kit (Thermo Fisher Scientific) and the concentrations were determined by Pierce BCA protein assay (Thermo Fisher Scientific). Blue native PAGE was performed using NativePAGE 4–16% Bis-Tris gels and NativePAGE Running Buffer Kit (Thermo Fisher Scientific) according to the manufacturer’s protocol. 60µg proteins for each sample were used. For in-gel activity assays, gels were incubated with one of the following solutions: Complex I buffer (5mM Tris-HCl pH 7.4; 0.1mg/ml NADH; 2.5mg/ml Nitro Blue Tetrazolium), Complex II buffer (5mM Tris-HCl pH 7.4; 20mM sodium succinate; 0.2mM phenazine methasulfate; 2.5mg/ml Nitro Blue Tetrazolium) or Complex IV buffer (50mM sodium phosphate pH 7.2; 0.05% 3,3'-diaminobenzidine tetrahydrochloride, 50µM horse heart cytochrome *c*) at room temperature for hours, stopped by fixation with 50% methanol and 10% acetic acid for 30min and washed with 10% acetic acid. All chemicals from MilliporeSigma.

### Quantitative real-time PCR

Total genomic DNAs or RNAs were isolated using the DNeasy Blood & Tissue Kit (QIAGEN) and RNeasy Mini Kit (QIAGEN), respectively, following the manufacturer’s instructions. cDNAs were synthesized by the SuperScript VILO cDNA Synthesis Kit (Thermo Fisher Scientific). Real-time PCRs were performed in triplicate using the PowerTrack SYBR Green Master Mix (Thermo Fisher Scientific), MicroAmpOptical 96-Well Reaction Plate with Barcode (Thermo Fisher Scientific), and QuantStudio 3 Real-Time PCR System (Thermo Fisher Scientific). Primers for amplifying mtDNA and nuclear DNA, as well as for measuring gene expression levels are listed in Supplementary file 8. The relative mtDNA levels of fly larvae or eye discs were measured in three biological replicates for each group using total DNAs extracted from 20 larvae or eye discs. The relative mRNA levels of ETC genes were measured in three biological replicates for each group using total RNAs extracted from 20 larvae.

### Prediction of protein domains, isoelectric point, net charge, and structure

Protein domains were predicted via SMART (Schultz et al., 2000). Protein domain isoelectric point and net charge were predicted using bioinformatic toolbox, Prot pi (https://www.protpi.ch/Calculator/ProteinTool). Protein 3D structure was predicted by AlphaFold (Jumper et al., 2021).

### Statistical analysis

Two-tailed Student’s t-test was used for statistical analysis. The difference was considered statistically significant when p<0.05. Results are represented as mean ± SD of the number of determinations.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE282638.All data generated or analyzed during this study are included in the manuscript and supporting files; source data files have been provided for Figures 1-8. The following dataset was generated: ZhangF XuH 2024CG1603 regulation of nuclear-encoded mitochondrial gene expressionNCBI Gene Expression OmnibusGSE282638 The following previously published datasets were used: modENCODEProject 2016TF ChIP-seq_abENCODEENCSR140RMO modENCODEProject 2019TF ChIP-seq_abd-AENCODEENCSR609JDR modENCODEProject 2016TF ChIP-seq_achiENCODEENCSR959SWC modENCODEProject 2016TF ChIP-seq_bdp1ENCODEENCSR504AYW modENCODEProject 2018TF ChIP-seq_bigmaxENCODEENCSR224YOT modENCODEProject 2016TF ChIP-seq_CG10631ENCODEENCSR751FSX modENCODEProject 2016TF ChIP-seq_CG11398ENCODEENCSR486MQI modENCODEProject 2018TF ChIP-seq_CG12299ENCODEENCSR028DHQ modENCODEProject 2018TF ChIP-seq_CG12391ENCODEENCSR483VVZ modENCODEProject 2018TF ChIP-seq_CG15011ENCODEENCSR608VFH modENCODEProject 2019TF ChIP-seq_CG1603ENCODEENCSR680NFF modENCODEProject 2016TF ChIP-seq_CG16863ENCODEENCSR848GYF modENCODEProject 2018TF ChIP-seq_CG17806ENCODEENCSR118TAH modENCODEProject 2019TF ChIP-seq_CG17829ENCODEENCSR810MLF modENCODE 2018TF ChIP-seq_CG2116ENCODEENCSR456UZW modENCODEProject 2018TF ChIP-seq_CG4707ENCODEENCSR302AQS modENCODEProject 2016TF ChIP-seq_CG4854ENCODEENCSR860FUA modENCODEProject 2017TF ChIP-seq_CG6254ENCODEENCSR233UXG modENCODEProject 2018TF ChIP-seq_CG7987ENCODEENCSR681RZY modENCODEProject 2018TF ChIP-seq_CG9437ENCODEENCSR965XSS modENCODEProject 2017TF ChIP-seq_CG9727ENCODEENCSR624PKN modENCODEProject 2016TF ChIP-seq_CHES-1-likeENCODEENCSR791TWT modENCODEProject 2016TF ChIP-seq_Crg-1ENCODEENCSR596YNC modENCODEProject 2017TF ChIP-seq_CTCFENCODEENCSR661BEZ modENCODEProject 2016TF ChIP-seq_E(bx)ENCODEENCSR559AJG modENCODEProject 2019TF ChIP-seq_Ets96BENCODEENCSR572JUN modENCODEProject 2017TF ChIP-seq_ewgENCODEENCSR444JKK modENCODEProject 2018TF ChIP-seq_Fer3ENCODEENCSR367SBM modENCODEProject 2016TF ChIP-seq_ftz-f1ENCODEENCSR741KZZ modENCODEProject 2016TF ChIP-seq_indENCODEENCSR486EPD modENCODEProject 2016TF ChIP-seq_JraENCODEENCSR471GSA modENCODEProject 2017TF ChIP-seq_LhrENCODEENCSR272DEA modENCODEProject 2016TF ChIP-seq_lunaENCODEENCSR770AUN modENCODEProject 2016TF ChIP-seq_MetENCODEENCSR363SHZ modENCODEProject 2016TF ChIP-seq_MybENCODEENCSR393AKW modENCODEProject 2017TF ChIP-seq_MycENCODEENCSR191VCQ modENCODEProject 2019TF ChIP-seq_nerfin-1ENCODEENCSR335NNR modENCODEProject 2018TF ChIP-seq_NnkENCODEENCSR165KWP modENCODEProject 2016TF ChIP-seq_p53ENCODEENCSR808XNJ modENCODEProject 2017TF ChIP-seq_panENCODEENCSR033IIP modENCODEProject 2019TF ChIP-seq_prosENCODEENCSR682YQM modENCODEProject 2017TF ChIP-seq_REPTOR-BPENCODEENCSR271ZJI modENCODEProject 2016TF ChIP-seq_salrENCODEENCSR042XCV modENCODEProject 2019TF ChIP-seq_Stat92EENCODEENCSR290OJD modENCODEProject 2017TF ChIP-seq_su(Hw)ENCODEENCSR761TCG modENCODEProject 2019TF ChIP-seq_tremENCODEENCSR104XOO modENCODEProject 2016TF ChIP-seq_TrlENCODEENCSR629WQT modENCODEProject 2016TF ChIP-seq_Xbp1ENCODEENCSR698IEF modENCODEProject 2017TF ChIP-seq_YL-1ENCODEENCSR396LMJ

## Additional files

Supplementary file 1. List of all genes assessed in the eye screen, including gene IDs, symbols, group information, representative RNAi lines, and the Index-R of the ‘RNAi-only’ and ‘RNAi+mitoXhoI’ flies under the same heteroplasmic-mitochondrial DNAs (mtDNAs) background.

Supplementary file 2. Vertices, edges, and vertex.sort analysis information of the potential transcriptional regulatory network of nuclear-encoded mitochondrial genes.

Supplementary file 3. Gene binding profiles of 49 synergistic enhancer transcription factors (TFs), including TF-target matrix, TF binding profile summary, and list of nuclear-encoded mitochondrial genes with subgroup information as well as the counts of 49 TFs binding to each promoter.

Supplementary file 4. 

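Nearly all listed mitochondrial genes could be found in the larval counts. Of the genes in Supplementary file 4, 946 had an entry in the count files and 8 did not, and 827 had enough counts to be tested. The list marks 847 genes as available in the RNA-seq analysis, all with an entry, and 107 as not available, of which 99 had an entry. Of the 807 genes marked as available that were tested, 728 (90.2%) differed between CG1603PBac and wt larvae in edgeR and 354 (43.9%) were lower by more than 2-fold. Among the untested genes were DNApol-gamma35 and mtTFB1, an accessory subunit of the mtDNA polymerase and a mitochondrial transcription factor, and a low level of these was not separated from reads that the counting could not assign. The list rests on the MitoCarta inventory and was not chosen on these libraries.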

List of nuclear-encoded mitochondrial genes with symbols, IDs, subgroup information, and RNA-seq status.

Supplementary file 5. 

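The genes that changed most between wt and CG1603PBac larvae were not mitochondrial for the most part. CG14422 (chromosome X, 2943386 to 2944569) had 5524 ± 186 CPM in wt and 0.180 ± 0.119 CPM in CG1603PBac larvae (SD, n = 3), a log2 fold change of −14.84. CG41128, which the list of mitochondrial genes places in protein import, had 28.9 ± 3.03 CPM in wt and no count in the mutant, so it was at least 1043-fold lower against a floor of 3 counts over the group (0.0277 CPM, counting error only). It lies on chromosome 3R from 3750363 to 3752353, next to Tim17b (3734855 to 3745306). Syp, which encodes an RNA-binding protein, was at −5.87, the transporter gene MFS17 at −5.86 and CG10417 at −5.66. Among the rises, Bace went from 14.6 ± 2.01 to 1366 ± 9.26 CPM (SD, n = 3), the cuticle gene Cpr64Ac had a log2 fold change of 8.66, CG6271 of 7.08 and the lipase gene Lip3 of 6.18. All of these passed edgeR's test, Lip3 with an adjusted p of 3.45e-14 and CG10417 with 3.21e-20. The count tables give no sequence, so an allele that differs between the strains and is not aligned cannot be separated from a lower level.
The copy of Supplementary file 5a held here has the first 1999 rows, with 5636 left out, so its overlap with these calls was not counted. All 64 genes of Supplementary file 5b were also lower by more than 2-fold here, and the largest difference from the paper's log2 fold changes was 0.03.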

Differentially expressed nuclear-encoded genes in CG1603 PBac mutant flies. (a) List of differentially expressed nuclear-encoded genes in CG1603 ^PBac^ mutant flies compared to controls. (b) Summary of nuclear-encoded electron transport chain (ETC) genes that down-regulated more than twofold in CG1603^PBac^ mutant.

Supplementary file 6. List of CG1603 peaks from modERN (model organism Encyclopedia of Regulatory Networks) ChIP-seq data, including gene annotation, group information, combined with RNA-seq analysis result of CG1603 ^PBac^ mutant flies.

Supplementary file 7. CG1603 binding motifs discovered by RSAT peak-motifs.

Supplementary file 8. Primer sequences for quantitative real-time PCR.

MDAR checklist

# Supplementary material for: A transcription network underlies the dual genomic coordination of mitochondrial biogenesis
**Source:** eLife. 2024 Dec 27;13:RP96536. doi: 10.7554/eLife.96536

With Marker

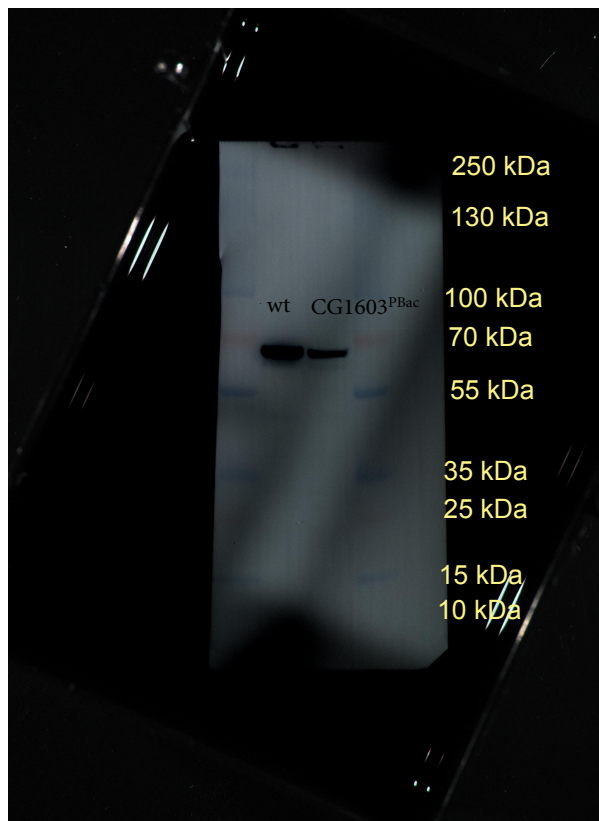

Original

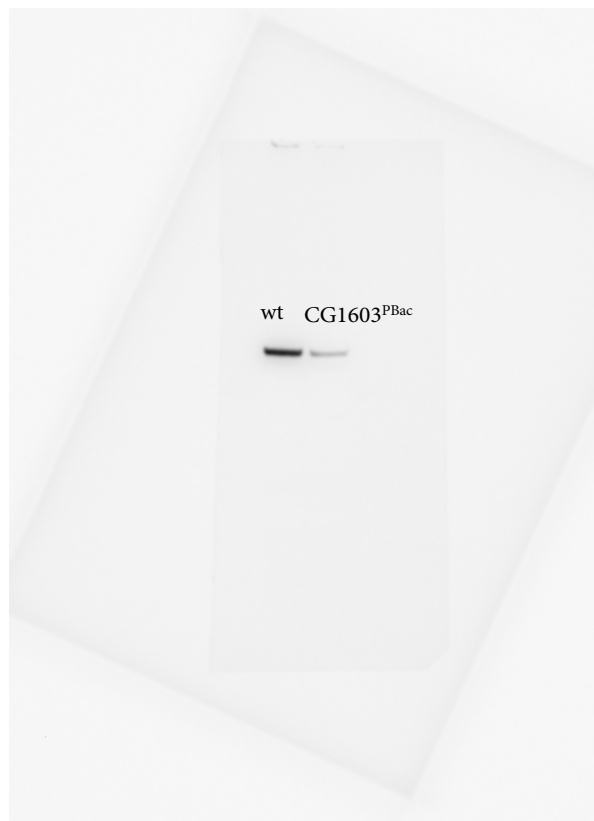

Crop

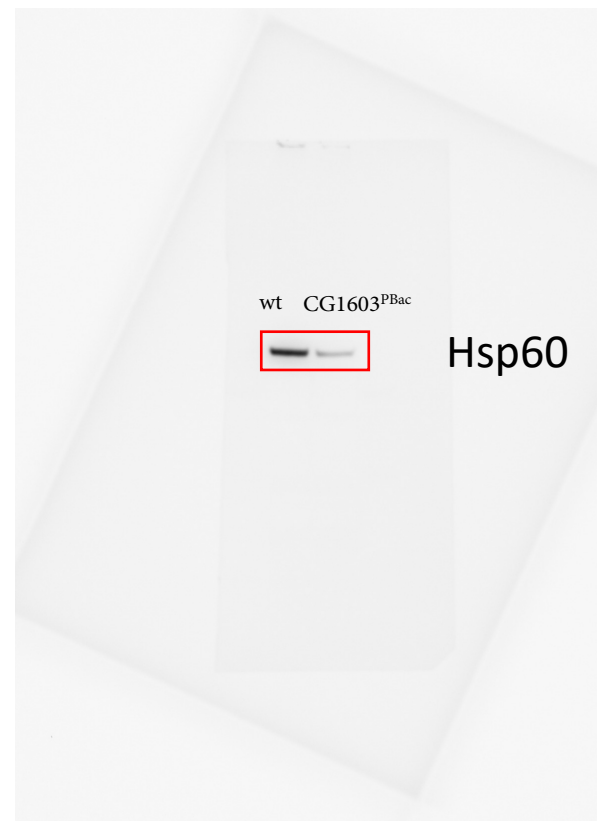

With Marker

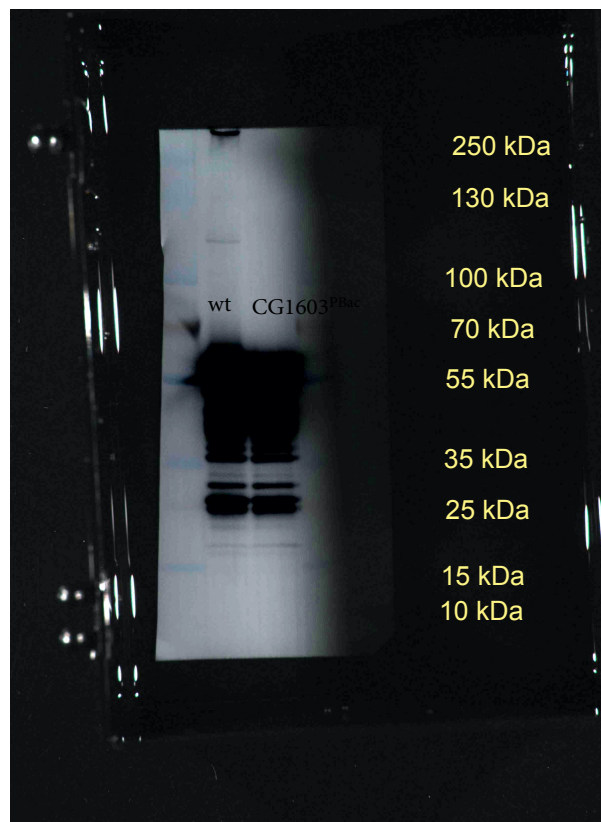

Original

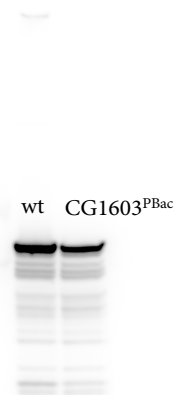

Crop

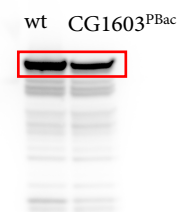

ATP5A

With Marker

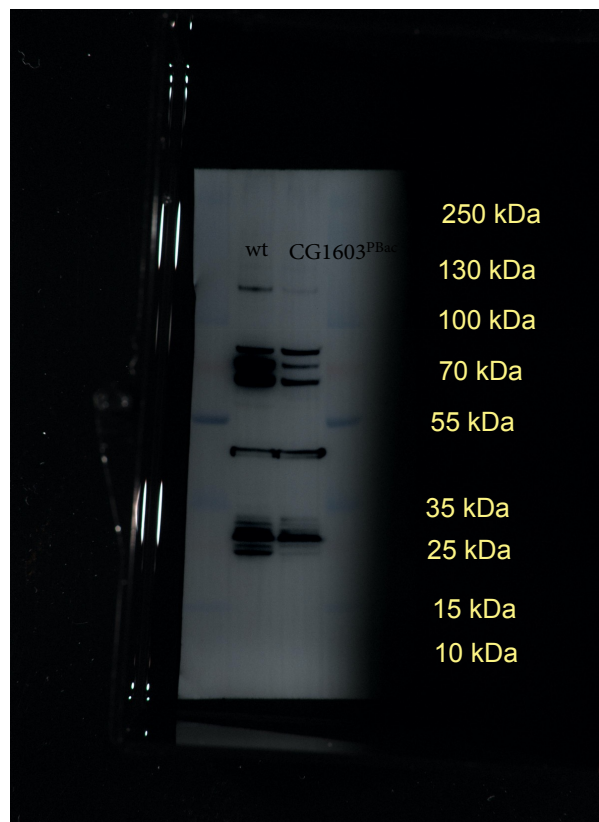

Original

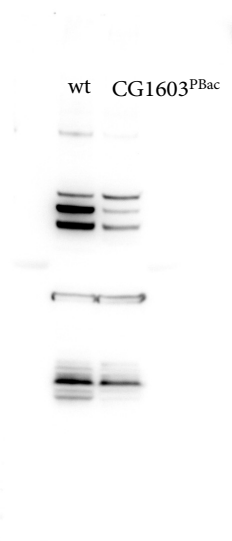

Crop

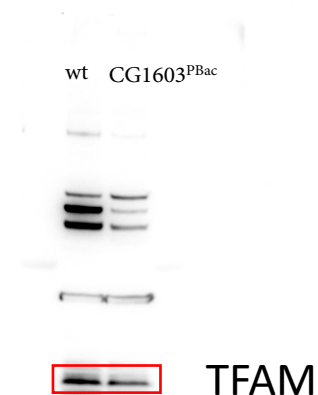

With Marker

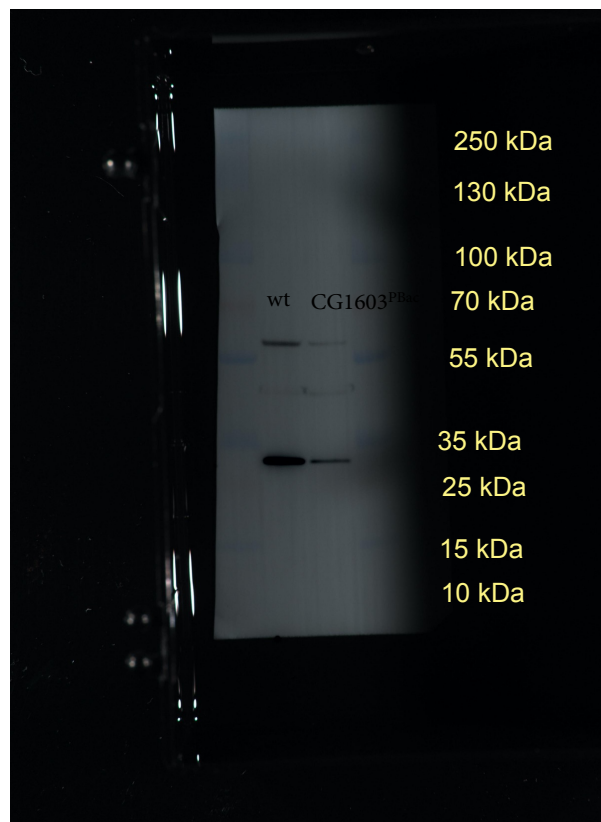

Original

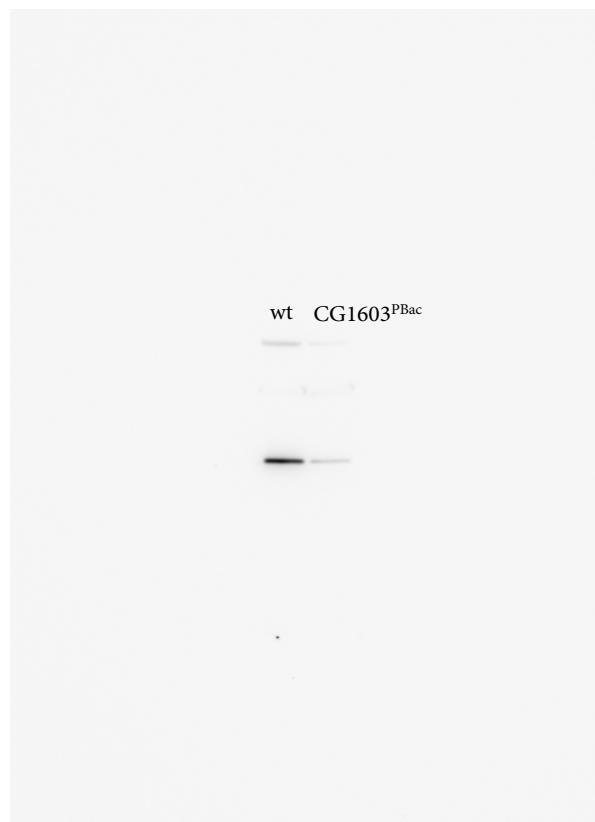

Crop

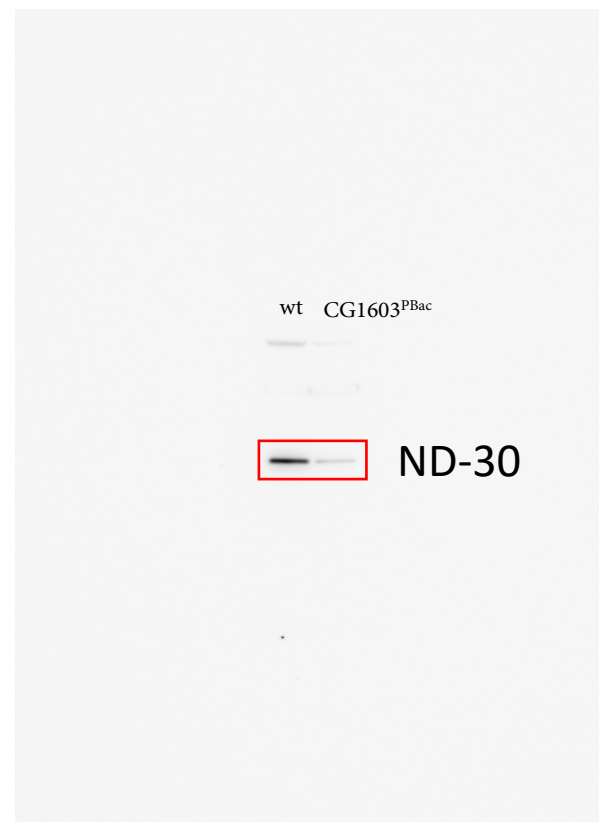

With Marker

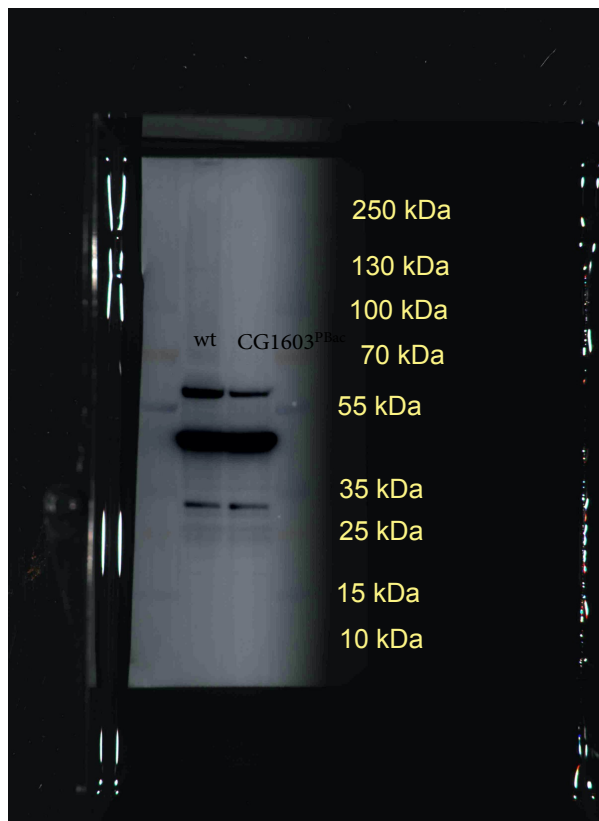

Original

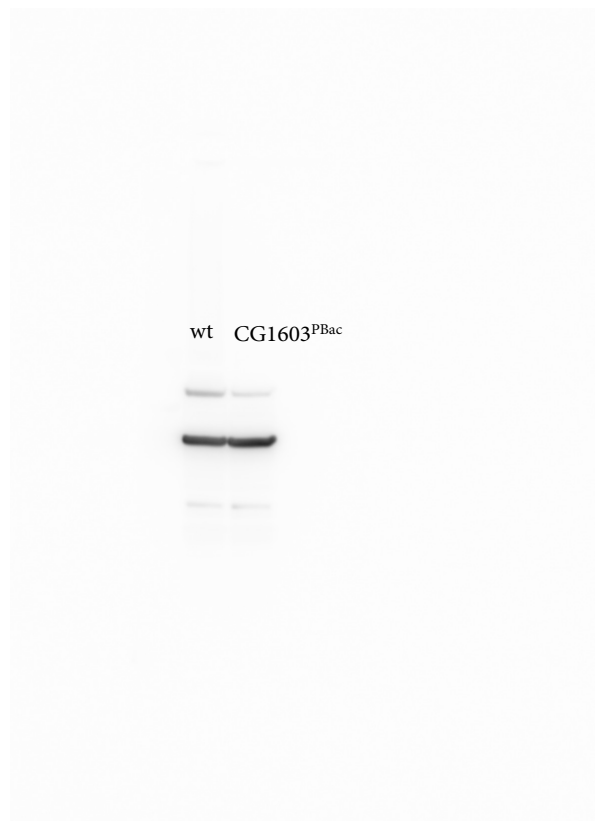

Crop

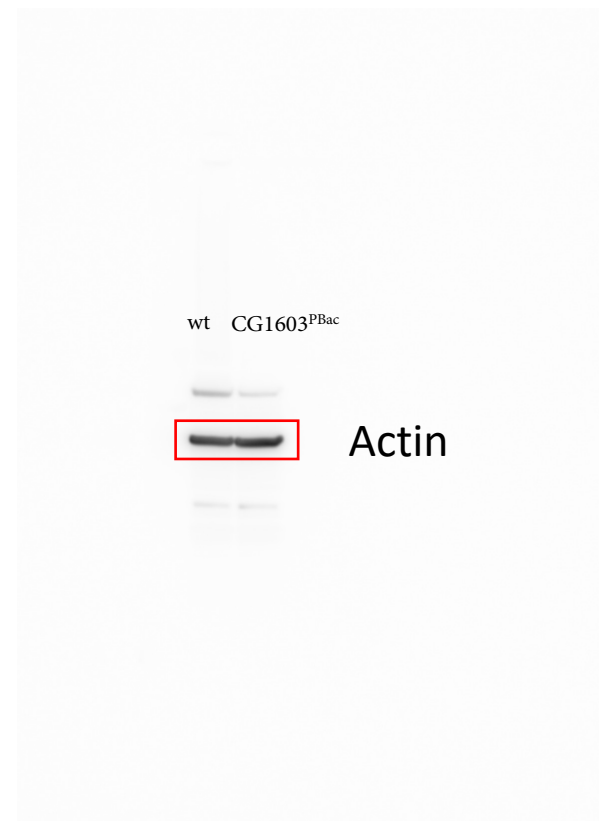

**Supplement:** Figure 4—source data 2.

# Supplementary material for: A transcription network underlies the dual genomic coordination of mitochondrial biogenesis
**Source:** eLife. 2024 Dec 27;13:RP96536. doi: 10.7554/eLife.96536
**Supplement:** Figure 4—figure supplement 1—source data 1.

Complex I

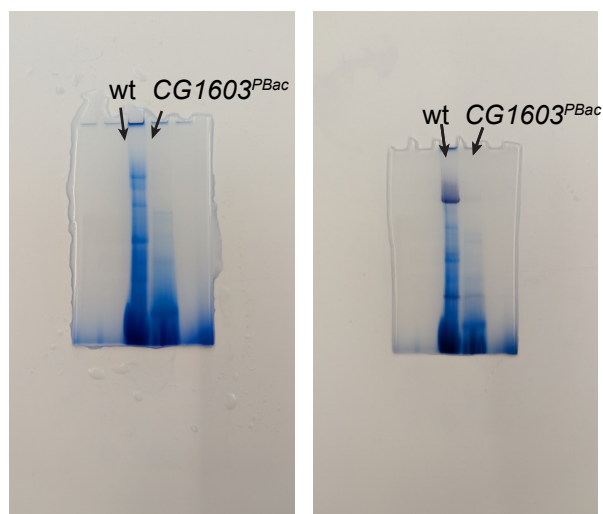

BN-PAGE

BN-PAGE +
in-gel activity

Complex II

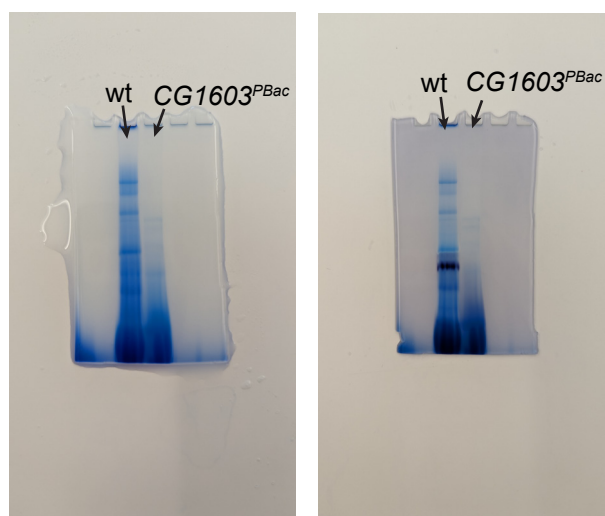

BN-PAGE

BN-PAGE +
in-gel activity

Complex IV

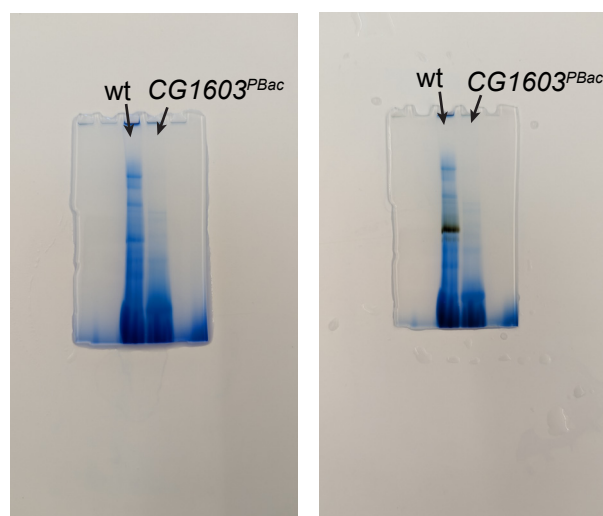

BN-PAGE

BN-PAGE +
in-gel activity

# Supplementary material for: A transcription network underlies the dual genomic coordination of mitochondrial biogenesis
**Source:** eLife. 2024 Dec 27;13:RP96536. doi: 10.7554/eLife.96536
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | X |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Key resources table  Materials and Methods section |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Materials and Methods section  Supplementary file 8 |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Key resources table  Materials and Methods section |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | X |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Key resources table  Materials and Methods section  Supplementary file 1 |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | X |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | X |
| Microbes: provide species and strain, unique accession number if available, and source. |  | X |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | X |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | X |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | X |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | X |
| Randomisation |  | X |
| Blinding |  | X |
| Inclusion/exclusion criteria |  | X |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Materials and methods section,  figure legends. |  |
| Define whether data describe technical or biological replicates. | Materials and methods section,  figure legends. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | X |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | X |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | X |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | X |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | X |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and methods section |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | submission form |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | submission form |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | submission form |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | X |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | X |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Materials and methods section |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | X |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

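Poly(A) RNA of whole Drosophila larvae, 48 hr after egg laying, was measured in 3 wt and 3 homozygous CG1603PBac samples. The labels name them biological replicates. The p-values of single genes rest on the spread between these 6 libraries. Fisher's exact tests count genes instead, and camera with a preset correlation assumes a fixed correlation between genes. The authors checked the 100 bp paired reads with FastQC, aligned them to dm6 with STAR, counted them per gene with HTSeq and compared the genotypes with DESeq2 at an FDR of 0.05. The deposited values are the authors' raw counts per gene, not normalized and not pooled. The paper's text and the submitters' processing notes do not give the annotation version or whether counting used the strand of the reads, so genes that overlap others are named as such where it matters.

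Each file has 16727 genes and the HTSeq categories that name no gene, which were left out of library sizes and tests. Of aligned reads, the category without a feature held 2.63 ± 0.198% in wt and 5.57 ± 0.278% in CG1603PBac libraries, the ambiguous one 2.07 ± 0.00990% and 2.02 ± 0.0159%, and the one aligned to more than 1 place 5.66 ± 0.204% and 9.93 ± 0.0717% (SD, n = 3). Total gene counts ran from 27100927 to 36016914 per library. Every pair of replicates differed by more than the sampling noise (chi-square per gene from 7.46 to 17.0 over genes with at least 20 counts), so all 6 libraries were used as separate replicates. The biological coefficient of variation was 0.127. Intervals and floors from counts cover counting error only.

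Gene symbols were matched to the Ensembl annotation of the fly genome in dm6 coordinates. Of the 16727 genes 16522 matched, 12512 by their current symbol and 4010 by an older one, and 205 did not. Genes are named by the symbol in the files, with the current symbol in parentheses, or the other way round.

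Counts were scaled by TMM and tested with edgeR 4.0.16 in R 4.3.3, with the quasi-likelihood F test (robust), after the default filter on low counts (filterByExpr, minimum count 10, minimum total 15), without a replicate block. P-values were adjusted by Benjamini-Hochberg over the 11306 genes tested, with a threshold of 0.05, and a 2-fold change means a log2 fold change beyond 1 together with that threshold. Levels are CPM with TMM factors. Gene lists were tested with camera in limma 3.58.1, with a preset correlation of 0.01 and with an estimated one, adjusted over the lists of the same kind, and with fry. Enrichment among genes down by more than 2-fold was tested with Fisher's exact test.

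The mitochondrial genes and their groups came from Supplementary file 4, and the ETC complexes from Supplementary file 5b, which holds ETC genes the study found lower, and gene symbols. The tests, the alternatives, the rule for named genes and the lists of pathway and tissue markers were chosen before the data were examined, apart from those named as later choices. The class of ETC biogenesis and maintenance and its Fisher's exact tests were not in that plan. The pathway lists cover glycolysis, ATF4 targets, mitochondrial chaperones, heat shock proteins, detoxification, antimicrobial peptides, cytosolic ribosomal proteins, ribosome biogenesis, the cell cycle, ecdysone, insulin signalling and fatty acid synthesis. The marker lists cover fat body, midgut, cuticle, muscle, neurons, glia, hemocytes, trachea, imaginal discs, salivary glands, testis, ovary and sex. Of 490 members of these lists, 472 were found in the files.

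The genes named are CG1603, the genes of Figures 6F and 8A, the genes of mtDNA replication and transcription, the 3 lowest and the highest of each other mitochondrial group and complex, the 10 largest rises and falls over all genes (mean of at least 5 CPM, adjusted p under 0.05, no overlap between genotypes), and the 2 highest and 2 lowest of each fixed list. The paper's log2 fold changes of CG14422, CG41128, srl, nerfin-1, YL-1 and the genes of Supplementary file 5b had been seen when that rule was written.

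The steps were tested on simulated counts with known changes for the comparison of CG1603PBac with wt. Over 11140 genes, 55.2% of the genes changed 1.5-fold, 71.6% of those changed 2-fold and 86.4% of those changed 4-fold were recovered. Of 153 calls, 11 (7.19%) were false. The simulation changed 67, 67 and 66 genes at these folds, evenly up and down. In the real libraries 7882 of 11306 genes differed and the TMM factors differed between the genotypes. Recovery in such a setting was not simulated.

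The alternatives were DESeq2 1.42.0, DESeq2 size factors in edgeR, library totals only, TMM without mitochondrial genes, no filter on low counts, at least 10 counts in every library, limma-voom, a replicate block, each library left out in turn, removal of the trend of log2 fold change on exon length (loess, span 0.5, with and without the block), and for 2-fold changes glmTreat. A correction for GC content and a test of the CG1603 motif near promoters need a genome sequence and were not run. Supplementary files held in part were used for no count or overlap. Transcripts encoded by mtDNA and the ChIP-seq data were not analysed here.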

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

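The comparison of reads with low alignment quality and the search near CG1603 are tests chosen only after their results were seen.

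In read categories the paper does not report on, 31.4% of reads did not align in CG1603PBac libraries, against 8.77% in wt, and the ranges of 3 libraries each do not overlap. Poorer reads in the mutant could account for it, but among aligned reads the share set aside for low alignment quality was 2.62 ± 0.216% against 2.53 ± 0.215% (SD, n = 3), a ratio of 1.03, and alignment quality does not measure base quality, so this decides nothing. Reads of another organism that the larvae respond to are a candidate explanation. The list of antimicrobial peptides and recognition genes did not pass camera (adjusted p = 0.580). Of its 13 genes 7 were higher and 3 lower. Their median log2 fold change was 1.20, or −0.50 with at least 10 counts in every library. This neither shows nor excludes such a response, and a guest without one stays possible. Both remain open, and they cannot be told apart from the genotype, since every mutant library has the higher share. No biological explanation was tested.

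The fall of nuclear-encoded mitochondrial genes may have technical sources. Gene length is argued against as the whole cause. The median of mitochondrial genes minus that of other genes was −1.03 (95% interval −1.10 to −0.97, bootstrap over genes). It was still −0.88 (−0.93 to −0.83) after the length trend was removed. A smaller share of muscle in the mutant stays open, since the median of the muscle list minus that of the mitochondrial genes was −0.30 (95% interval −0.62 to −0.19), but it was not shown either, since the muscle gene Act87E went from 2310 ± 233 to 631 ± 19.5 CPM and sls from 1056 ± 14.0 to 991 ± 19.2 CPM (SD, n = 3), and the ETC (−1.35) and complex V (−1.59) medians lay below the muscle median (−1.20). Scaling moves all genes of a library alike, and with library totals the medians were −0.51 for mitochondrial and 0.52 for other genes. The loss of CG1603 and the arrest of mutant larvae at the second instar, which the paper reports, were not separated by any test of these libraries. The paper also reports lower TFAM and fewer mtDNA nucleoids in RNAi and mutant clones than in neighbouring control cells. It reports lower SDHA-mNG in RNAi clones as well. Those assays measured reporter proteins in midgut and ovary, not RNA of larvae.

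Several genes were close to absent in the mutant and well expressed in wt, or the reverse, with 356 genes changed above 8-fold. A chromosome segment around CG1603 kept from the donor strain through the backcross could give such a pattern. Within 5 Mb of CG1603, 23 of 852 genes were changed above 8-fold, against 329 of 10384 elsewhere (odds ratio 0.848, 95% interval 0.527 to 1.30, one-sided Fisher's exact test p = 0.803), which argues against such a segment as their main source. Alleles of the wt strain and the mutant that differ elsewhere stay open, as untested.

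The following signals are in gene lists that the paper does not discuss. Cytosolic heat shock proteins had a median log2 fold change of 2.29, insulin and nutrient sensing genes of 0.99, neuronal genes of 1.60, imaginal disc genes of 0.93 and genes of sex composition of 0.91, and camera called each with a preset correlation but none with an estimated one. With the length trend removed the medians of neuronal, imaginal disc and sex composition genes were 0.93, 0.57 and 0.46. The sex composition list, which mixes markers of both sexes, had a median of 1.69 with DESeq2 and 2.37 without a filter on low counts. The call of the sex composition list was also lost with library totals (adjusted p = 0.0688), at least 10 counts in every library (0.0732) and the length trend removed (0.0523). Outside Supplementary file 4, 1885 genes rose by more than 2-fold.

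The 6 libraries allow 10 splits into groups of 3, too few for a share under 0.05. For differentially expressed genes, genes down and up by more than 2-fold, and mitochondrial genes that differed or fell by more than 2-fold, 1 split, the real one, gave as many, with 7882, 1693, 1921, 747 and 363 genes. By edgeR the highest of the other 9 splits gave 0 genes in each case, and DESeq2 gave at most 1 gene. At an unadjusted p under 0.05 these splits gave 17 to 33 genes, 3 mitochondrial at most, against 8092 genes in all for the real split. Each of them holds both genotypes in both groups, so the genotype difference widens the spread within groups. Few calls there follow from that design, so the comparison with the real split decides nothing.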

How the results depend on the processing

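The counts over only the genes marked as available in Supplementary file 4 (728 differing, 354 down by more than 2-fold) and of DESeq2 over nuclear protein-coding genes (7747 and 1722) were chosen after the results were seen. Of 111 named genes, 96 kept their direction and their side of the threshold in all of their alternatives, 9 lost a call somewhere in the same direction, 3 gained one in the same direction and 6 reversed somewhere, mtDNA-helicase, Hsp83, sls and E(bx) with a call in the new direction, some genes counting in more than 1 of these ways. Library totals only gave 925 genes down and 3053 genes up by more than 2-fold, with 179 mitochondrial genes down. All of these falls were also called with TMM. The stricter test of glmTreat gave 1200 genes down, 267 of them mitochondrial, and 1176 genes up. For the scaling the cause was not tested further. With library totals the values of Stat92E (0.17), rnh1 (0.0062), mtDNA-helicase (0.31), Hsp83 (0.27) and sls (0.30) reversed, and E(bx) reversed with the length trend removed (−0.38, and −0.38 with the block); the cause was not tested. Leaving out each library in turn gave 7328 to 7934 differing genes, 1671 to 1745 down and 1797 to 2041 up by more than 2-fold, 723 to 745 mitochondrial genes differing and 357 to 379 down by more than 2-fold. Camera called 7 mitochondrial groups in all alternatives except DESeq2 and no filter (8 each), and 11 fixed lists in all except library totals, at least 10 counts in every library and the length trend with the block (10 each). Left-out libraries gave 7 and 11 throughout, 6 enriched groups, 15 to 16 genes of Figure 6F and 10 to 12 of the factors of Figure 8A. The replicate numbers did not pair the samples (same-number correlations 0.0057, −0.02 and −0.0084, where not every sample correlated best with its own number), and a replicate block gave 7741 differing genes, 1678 down and 1893 up by more than 2-fold, and ended the calls of rnh1 and CG14757. The GC part of the length correction and the promoter motif were not run, and transcripts of mtDNA gave no value. Depth limits which genes could be tested, as 11306 of 16727 passed the filter on low counts.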

Differences from the paper's values

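No test in this part was chosen after the values were seen except the count over genes marked as available. The paper's RT-qPCR ratios of CG1603PBac to control (mean ± SD, the paper's, from its source data for Figure 6F) were lower than the RNA-seq ratios here for 10 genes, all lower in the mutant by both assays. These are different assays, with the RNA-seq value taken to differ where it was more than 1.5-fold from the paper's and further from it than the larger SD. For ND-18 the paper's ratio is 0.218 ± 0.0169 and the RNA-seq ratio 0.386, for ND-20 0.230 ± 0.0582 and 0.487, for SdhC 0.252 ± 0.0525 and 0.485, and for COX5A 0.223 ± 0.0431 and 0.368. For these 4 genes no alternative set before the data were examined brought the values together. For SdhD the paper's ratio is 0.238 ± 0.0842 against 0.373, and for Cyt-c1 0.260 ± 0.0449 against 0.400. Both no longer differed with TMM without mitochondrial genes (0.354 and 0.379), and with no other alternative. For RFeSP (paper 0.308 ± 0.0523, here 0.478) this held with TMM without mitochondrial genes (0.453) and without wt replicate 3 (0.459), and with no other. For blw (paper 0.203 ± 0.0671, here 0.310) this held with TMM without mitochondrial genes (0.293) and without wt replicate 3 (0.297) or CG1603PBac replicate 2 (0.304). For ND-23 (paper 0.274 ± 0.0485, here 0.414) it held with TMM without mitochondrial genes (0.392) and without wt replicate 1 (0.411), wt replicate 3 (0.410) or CG1603PBac replicate 1 (0.404). For TFAM (paper 0.361 ± 0.237, here 0.599) it held with TMM without mitochondrial genes (0.568), limma-voom (0.598), and without wt replicate 1 (0.574), wt replicate 3 (0.595) or CG1603PBac replicate 1 (0.575). The remaining alternatives did not change these comparisons. The paper's share of mitochondrial genes that differed, 86%, lies below the 90.3% found here; DESeq2, the paper's tool, gave 86.0% over all tested mitochondrial genes, and 86.3% over those marked as available, a count chosen after the values were seen, which without a filter also came to 86.0%.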

Other observations

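The gene w and the comparison of neighbouring paralogs were chosen after their values were seen, while the gene lists and their tests were set beforehand. Of 12 genes of glycolysis and lactate, 11 were lower and 1, Hex-A (0.51), was higher, with a median log2 fold change of −0.99 and the phosphoglycerate mutase gene Pglym78 at −1.46 (camera adjusted p = 3.41e-04, adjusted p = 0.380 with an estimated correlation). Of 87 genes of cytosolic ribosomal proteins, 80 were lower and 3 higher, with a median of −0.47 and RpL41 at −1.79 (camera adjusted p = 2.93e-10, adjusted p = 0.269 with an estimated correlation). With library totals that list had 39 lower and 22 higher genes (median −0.08), and the glycolysis median was −0.60. Of 19 genes of ribosome biogenesis, 18 were lower, with a median of −0.92 (−0.52 with library totals) and Nopp140 at −1.40 (camera adjusted p = 6.56e-06, adjusted p = 0.0810 with an estimated correlation). Of 32 midgut digestive enzymes, 23 were lower and 6 higher, with a median of −1.20 (camera adjusted p = 3.32e-04, adjusted p = 0.336 with an estimated correlation). In fatty acid and triglyceride synthesis 7 of 13 genes were lower and 5 higher, with ATPCL at −2.43 and ACC at −1.80. The list did not pass camera (adjusted p = 0.285). It passed camera with the length trend removed (0.0380), but not when the replicate block was added to that (0.0545). Its median of −0.28 became 0.11 with library totals.

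Of 12 cytosolic heat shock genes, 11 were higher (camera adjusted p = 8.36e-05, adjusted p = 0.0935 with an estimated correlation). Among them were the co-chaperone gene stv at 0.95 and the copies Hsp70Bc at 4.37 and Hsp70Bb at 5.70. Reads that fit both copies alike were set apart by the counting. Hsp83 at −0.12 turned to 0.27 with library totals. Of 15 genes of insulin and nutrient sensing, 9 were higher, with the receptor gene InR at 2.18, and 1, Ilp5 (−4.56), was lower (camera adjusted p = 0.0122, adjusted p = 0.252 with an estimated correlation). Of 12 imaginal disc genes, 10 were higher, with vg at 2.76 and ct at 1.50 (camera adjusted p = 0.00928, adjusted p = 0.252 with an estimated correlation). All 5 genes of sex composition were higher, among them roX1 (0.91) and Sxl (1.07) (camera adjusted p = 0.336 with an estimated correlation). The list mixes markers of both sexes, so their joint rise does not give the share of the sexes. The ATF4 targets and serine and one-carbon enzymes were split, 7 of 12 higher and 5 lower, with AsnS (asparagine-synthetase) at 2.25, trbl at 1.75 and CG6287 at −1.98 (camera adjusted p = 0.673, median 0.24, and −0.02 with the length trend removed). These counts were the same when adjusted over the list alone.

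The other lists did not pass camera. Mitochondrial chaperones and proteases had 7 of 11 genes lower and 3 higher (adjusted p = 0.228, median −0.21, and 0.18 with library totals). Detoxification enzymes had 11 of 23 higher and 9 lower (adjusted p = 0.580), and antimicrobial peptides and recognition genes 7 of 13 higher and 3 lower, with AttD at 4.14 (median 1.20, −0.50 with at least 10 counts in every library, and 2.03 without wt replicate 1). The ecdysone lists had 3 of 9 biosynthesis genes higher and 2 lower (adjusted p = 0.522), and 6 of 15 response genes higher and 7 lower (adjusted p = 0.675, median −0.25, and 0.14 with library totals). Fat body had 5 of 9 genes lower and 1 higher (adjusted p = 0.320), and cuticle 10 of 19 lower and 7 higher (adjusted p = 0.562, median −0.36, and 0.03 with library totals). Glia had 3 of 9 higher and 1 lower (adjusted p = 0.675, median 0.08, and −0.20 with the length trend removed), hemocytes 5 of 12 lower and 2 higher (adjusted p = 0.266), and trachea 4 of 8 lower and 2 higher (adjusted p = 0.828, median −0.01, and 0.38 with library totals). Salivary gland glue genes had 2 of 3 lower (adjusted p = 0.673, median −0.28, and 0.11 with library totals), ovary and germ line 4 of 7 lower and 1 higher (adjusted p = 0.345), and testis 1 of 7 higher and 1 lower (adjusted p = 0.882, median −0.05, mean 0.42), or 1 higher and 0 lower when adjusted over the list alone. The testis median was −0.65 without wt replicate 1, 0.12 without wt replicate 2, −0.57 without wt replicate 3, −0.65 without CG1603PBac replicate 1 and −0.27 without CG1603PBac replicate 3. The cuticle median was −0.21 without wt replicate 2 and −0.24 without CG1603PBac replicate 1. That of glue genes was −0.15 without wt replicate 3 and −0.04 without CG1603PBac replicate 1. That of glia was 0.04 without wt replicate 1 and 0.05 without wt replicate 2. The trachea median was −0.06 without wt replicate 3 and −0.03 without CG1603PBac replicate 1. It was −0.0018 without wt replicate 2 and 0.0029 without CG1603PBac replicate 3.

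Some paralogs in the same cluster changed in opposite directions. Cyp6a17 (2R, 14873953 to 14875739) had a log2 fold change of −7.39 and its neighbour Cyp6a23 (14875829 to 14877654) of 4.65. CG11892 (3R, 25281548 to 25283237) was at −5.74 and CG11893 (25289889 to 25291366) at 5.41, and LysB at −5.60 and LysX at 5.97, both on 3L. Reads aligned to more than 1 place were set apart by the counting, so these values rest on the other reads. The gene w, whose mutant allele marks the strain used for the backcross, had 18.0 ± 1.12 CPM in wt and 84.5 ± 4.51 CPM in CG1603PBac larvae (SD, n = 3), a log2 fold change of 2.23 (SE 0.09, adjusted p = 4.76e-15 from edgeR).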
